# Effects of Retinal Transcription Regulation After GB20 Needling Treatment in Retina With Optic Neuritis

**DOI:** 10.3389/fnint.2020.568449

**Published:** 2020-09-29

**Authors:** Jie Chen, Li Zhang, Xiulun Gan, Rong Zhang, Yinjia He, Qiuyi Lv, Haonan Fu, Xiaodong Liu, Linqing Miao

**Keywords:** needling, GB20 (Fengchi), GV16 (Fengfu), RNA sequencing, optic neuritis

## Abstract

Optic neuritis (ON) is one of the most frequent symptoms of multiple sclerosis (MS) that results in progressive loss of axons and neurons. In clinical trials of Traditional Chinese Medicine, needling at the GB20 acupoint has been widely used for the treatment of ocular diseases, including ON. However, the molecular mechanisms of needling at this site are still unclear. In this study, we generated an experimental autoimmune encephalomyelitis (EAE) mouse model and investigated the effects of needling treatment at the GB20 acupoint on retina with EAE-associated ON. RNA sequencing of the retinal transcriptome revealed that, of the 234 differentially expressed genes induced by ON, 100 genes were upregulated, and 134 genes were downregulated by ON, while needling at the GB20 acupoint specifically reversed the expression of 21 genes compared with control treatment at GV16 acupoint. Among the reversed genes, Nr4a3, Sncg, Uchl1, and Tppp3 were involved in axon development and regeneration and were downregulated by ON, indicating the beneficial effect of needling at GB20. Further gene ontology (GO) enrichment analysis revealed that needling at GB20 affected the molecular process of Circadian rhythm in mouse retina with ON. Our study first reported that needling treatment after ON at the GB20 acupoint regulated gene expression of the retina and reversed the expression of downregulated axon development-related genes. This study also demonstrated that GV16 was a perfect control treatment site for GB20 in animal research. Our study provided a scientific basis for needling treatments at GB20 for ocular diseases.

## Introduction

Multiple sclerosis (MS) is one of the most common inflammatory demyelinating diseases of the central nervous system, characterized by inflammation, demyelination, axonal loss, and gliosis. In MS patients, inflammation predominately affects the white matter of the brain and spinal cord, and it leads to typical presenting syndromes, including monocular visual loss, limb weakness, sensory loss, double vision, and ataxia, depending on the location of the MS lesions (Lassmann, 2018, 2019; Reich et al., 2018). As a major target in MS, the optic nerve axon could be easily injured, resulting in optic neuritis (ON). ON is a common manifestation and the second most frequent symptom of MS (Kemenyova et al., 2014). It mainly occurs in the setting of MS, and patients with ON typically show a progressive unilateral visual loss of variable severity (de Seze, 2013). The underlying mechanisms of MS-associated ON remain unclear, and there is no satisfactory treatment that could fully prevent visual disability (Woung et al., 2011). In some patients with typical demyelinating ON, no treatment is required, and visual loss is expected to recover from relapses spontaneously (Jenkins and Toosy, 2017). However, most relapses leave behind such persistent damage as color vision, contrast sensitivity, and depth perception abnormalities after the recovery of visual acuity (Dobson and Giovannoni, 2019). Evidence has demonstrated that steroid treatment could accelerate visual recovery but could not improve final visual outcome (Brusaferri and Candelise, 2000). In addition, for patients who fail to recover, no suitable therapy is available.

Needling is a kind of mechanical stimulation and a prevalent clinical methodology based on Traditional Chinese Medicine, which presents great therapeutic effects on ocular diseases without many side-effects. It has been used for treatment of ocular diseases like glaucoma, age-related macular degeneration, retinitis pigmentosa, et cetera (Jiao, 2011; Xu et al., 2012; Law and Li, 2013; Xu and Peng, 2015). According to Traditional Chinese Medicine, treatment sites of GB20 and BL1 acupoint are widely used for ON therapy. GB20 and BL1 were also selected for needling treatment of other ocular diseases (Xu and Peng, 2015; Qin et al., 2015). Our previous study showed that GB20 was more suitable than BL1 in animal study of ocular diseases (Chen et al., 2019). Although the application of needling has shown good clinical efficacy in the treatment of MS-associated ON, the mechanisms of needling are totally unknown. In this study, we use the experimental autoimmune encephalomyelitis (EAE)-optic neuritis (EAE-ON) model to elucidate the scientific basis of needling treatment of ON. EAE is a suitable model, in which animals develop inflammatory-demyelinating diseases spontaneously and cover the specific spectrum of the pathological and immunological features of MS (Lassmann and Bradl, 2017). In mice, the EAE-ON model is induced by injection of myelin oligodendrocyte glycoprotein (MOG) peptide-MOG35–55, and clinical EAE scores are graded daily and blindly according to the standard scoring system (Dietrich et al., 2018; Locri et al., 2018; Torre-Fuentes et al., 2020). Our previous results showed that retinal ganglion cells (RGC), in the retina, were most affected by ON (Huang et al., 2017). We also found that needling at GB20 increased RGC survival in an optic nerve crush model (Chen et al., 2019). However, the effect of needing at GB20 on retina with ON is still unclear. RNA sequencing (RNA-seq) is a new technique effective in identifying numerous genes regulated by specific treatment. Therefore, we take advantage of RNA-seq technique and the EAE mouse model to identify and analyze the differentially expressed retinal genes induced by inflammatory demyelination and the genes reversed after needling treatment at GB20 and reveal the regulation effects of needling treatment on the retina with ON.

## Materials and Methods

### Animals

We perform experiments on 8-week-old female C57BL/6 mice. All animal procedures were performed in accordance with the National Institute of Health guidelines. The protocol was approved by the Animal Care and Use Committee of Beijing Institute of Technology and Peking University.

#### MOG Immunization and EAE Model Preparation

Female 8-week-old C57BL/6 mice were immunized with 150 μg MOG35–55 peptide emulsified with complete Freund’s adjuvant (CFA) and 2.5 mg/ml mycobacterium tuberculosis, followed by immunization of 200 ng pertussis toxin at day 0 and day 2 (Quinn et al., 2011). The behavioral deficits of these mice were assessed daily with a 5-point scale (Gran et al., 2002), as follows: limp tail, 1; limp tail with waddling gait, 1.5; partial limb paralysis, 2; full paralysis of one limb, 2.5; full paralysis of one limb with partial paralysis of second limb, 3; full paralysis of two limbs, 3.5; moribund, 4; and death, 5. The clinical score was recorded every other day until 5 weeks post-immunization.

#### Needling Treatment

Three weeks after MOG immunization, mice were anesthetized by xylazine and ketamine based on their body weight (0.01 mg xylazine/g + 0.08 mg ketamine/g) before needling treatment at acupoint GB20 or GV16 at both sides, respectively. The depth of the needling is around 2 mm. The duration of needling treatment was 20 min. EAE mice were treated with needling treatments 3 weeks after MOG immunization and treated every 3 days for 2 weeks before sacrifice.

#### RNA Preparation

Mice were randomly divided into four groups (two or three mice/group). Experiments were repeated for three times. Briefly, in each replicate, mice were sacrificed 5 weeks after MOG immunization, and retinas were dissected out in HBSS buffer (Cellgro) immediately. Retinas were then homogenized with TRIzol Reagent (Thermo Fisher Scientific), and total RNA was extracted from the homogenized mixture according to the reagent instructions. RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN). RNA concentration was measured using Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Flurometer (Life Technologies). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies).

### Library Preparation and Sequencing

About 5 μg total RNA generated from each group was used for RNA-seq, which was done at Novogene, Inc. Briefly, RNA samples from three biological replicates went through mRNA purification with poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The library fragments were purified with the AMPure XP system (Beckman Coulter) for cDNA fragments of preferentially 250–300 bp in length. Library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 125/150 bp paired-end reads were generated.

### Gene Expression Analysis

The RNA-seq reads were aligned to the reference genome using Hisat2 v2.0.5. FeatureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. We used Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM) to represent relative gene expression abundance. FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene, which normalizes gene expression by considering the effect of sequencing depth and gene transcript length at the same time. Differential expression analysis was performed using the DESeq2 R package (1.16.1). The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate (less than 0.05). Genes with an adjusted *p*-value (*p*adj) < 0.05 (detected by DESeq2) were considered differentially expressed.

### Statistical Analysis

An adjusted *p*-value <0.05 was considered as statistically significant. The raw data and GEO accession number for this study are as follows: GSE148759, link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148759.

## Results

### Expression Analysis

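Retinal RNA from 4 groups of mice was sequenced, with 3 libraries in each group and 12 libraries in all. The groups were SHAM mice, mice immunized with the myelin peptide to induce experimental autoimmune encephalomyelitis with optic neuritis (MOG), and immunized mice that were also needled at GB20 or at the control site GV16. The authors enriched polyadenylated RNA, aligned the reads with Hisat2 and counted them on genes with FeatureCounts, and they deposited the whole-number counts per gene without normalization beside FPKM values of the same libraries. The genome build, the annotation and the strand setting of the counting are not given in the sources used here. Between 16637268 and 18033426 fragments per library were counted on genes in SHAM (median 16811798), between 16122738 and 18067710 in MOG (median 16564953), between 16338917 and 19194280 in GB20 (median 16660295) and between 15860278 and 16198995 in GV16 (median 16186286). The paper reports between 44.4 and 54.7 M reads per library, and the values here use the counted fragments.

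From these counts, 18299 of the 34538 genes with any count passed edgeR's expression filter and were tested. Library sizes were scaled with the TMM method, and all 12 libraries were fitted together in a quasi-likelihood model with 1 mean per group, so that the 4 groups shared 1 estimate of the spread with 8 residual degrees of freedom. A gene was taken as a DEG at an adjusted p under 0.05 with any size of change, which is the paper's threshold. Values of single genes are given as counts per scaled library size (CPM, mean ± SD, n = 3 libraries), and log2 fold changes are given with their standard error (SE). Coordinates are those of GRCm38 with the GENCODE vM21 annotation, the reference used here. Its merged exon lengths ranked genes as the lengths implied by the authors' counts and FPKM values did (Spearman correlation 0.99 across genes). Each value therefore rests on all annotated exons of a gene together and does not separate its transcripts. Across 11152 well expressed genes the log2 fold change of MOG vs. SHAM rose with gene length (Spearman correlation 0.39), and that of GB20 vs. MOG fell with it (-0.407). The slope of the libraries on length did not differ between these groups beyond the spread between libraries (2-sided exact permutation test, p = 0.4 and 0.2, where 3 libraries against 3 cannot go below 0.1).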

To investigate the effects of needling treatments on regulation of retinal gene expression in EAE/ON models, we extracted retinal RNA 5 weeks after immunization, from SHAM control group (SHAM), MOG immunization group (MOG) and MOG immunization mice with needling treatments at acupoint GB20 (GB20) or control acupoint GV16 (GV16). The schematic image illustrated the needling treatment sites of GB20 and GV16 (Figure 1A). Scores on a five-point scale showed the clinical development of mice after MOG immunization (Figure 1B). Needling treatment at GB20 or GV16 did not affect the EAE clinical score (data not shown).

**Figure 1:**
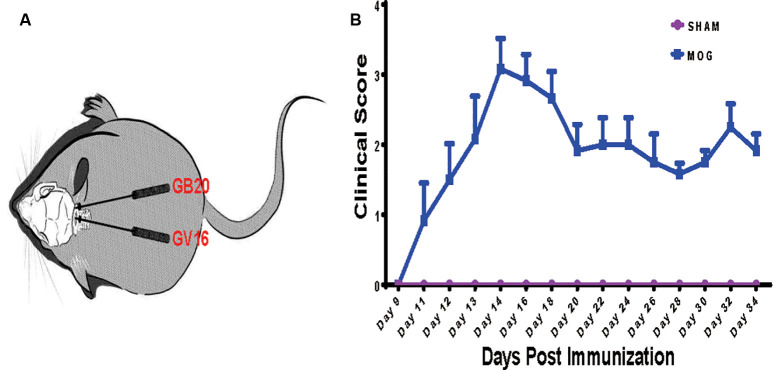
Needling treatment sites and experimental autoimmune encephalomyelitis (EAE) mice scoring. **(A)** Schematic illustration of needling at sites of GB20 and GV16 of the mouse. **(B)** Clinical scores of mice after MOG35–55 peptide immunization.

RNA integrity of each sample was assessed by Bioanalyzer 2100 system. 

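The deposited counts held between 25407 and 27092 genes with at least 1 count in each library, and the 10 genes with the most counts took between 7.94% and 8.59% of a library. If each counted fragment stands for 2 paired-end reads, the counts correspond to between 31.7 and 38.4 M reads per library, which the values here rest on. Reads that were not assigned to a gene are not part of the count table, and the mapping rate was not analysed here. Among genes with at least 20 counts, the libraries of 1 group differed from each other by more than sampling noise, with a chi-square per gene between 2.87 and 15.0 for the 12 pairs of libraries. The pair with the smallest value, MOG replicates 2 and 3, held identical counts for 2.16% of genes, so no library was a copy of another of its group. Odd numbers made up 49.9% of the 187993 counts of at least 20, as for counts of single fragments.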

Sample total reads ranged from 44.4 to 54.7 million, and the mapping rate of sample total reads to mouse reference genome ranged from 97.0 to 97.3%. We used FPKM to represent relative gene expression abundance. 

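FPKM values were compared on the log2(FPKM + 1) scale over the 34538 genes with a count in any library. The median per library lay between 0.506 and 0.602, against an SD of 0.0245 between libraries of 1 group, and the upper quartile lay between 2.57 and 2.62. Of the alternatives, a pseudocount of 0.1 moved this most, with a range of 0.246 between the lowest and the highest median in place of 0.0951. Over the 14591 genes with a mean FPKM of at least 1, the medians differed by 0.026. Correlations between 2 libraries of the same group, taken across those genes, lay between 0.976 and 0.986 (median 0.984, 12 pairs). Between libraries of different groups they lay between 0.969 and 0.986 (median 0.983, 54 pairs), so that pairs within a group were not set apart by this measure. Genes are not independent replicates, and no test was made of these correlations.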

The boxplot result showed that the overall distribution of the FPKM values were consistent among samples, suggesting that the RNA-seq data were reproducible (Figure 2A). Cluster analysis showed that needling treatment groups were clustered together and separated from MOG control, and all the MOG groups with or without needling treatments were separated from SHAM control group (Figure 2B).

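The FPKM values were grouped by the group means of 268 genes, the union of the DEGs of MOG vs. SHAM, GB20 vs. MOG and GV16 vs. MOG from the edgeR fit. After scaling each gene, the Euclidean distance between GB20 and GV16 was 8.87, against 20.3 between GB20 and MOG and 17.7 between GV16 and MOG. SHAM lay 35.1 from MOG, 23.2 from GB20 and 25.4 from GV16, so that complete linkage joined the needled groups first and SHAM last. The distance between the needled groups was 50.2% of the nearer of their distances to MOG. Over all 34538 genes that share was 96.7%, the largest move among the alternatives, and it stayed between 44.5% and 61.7% with any 1 library left out. These 268 genes were chosen because they differed between the groups. Over all genes, the 4 groups differed by a pseudo-F of 1.13 (permutation test of the 12 labels with 100000 permutations, p = 0.0517, with group accounting for 29.8% of the squared distances). With a pseudocount of 0.1 the permutation test gave p = 0.0413, and without SHAM replicate 2, SHAM replicate 3 or GB20 replicate 2 it gave p = 0.0396, 0.0321 and 0.0276, which are the settings in which it passed 0.05.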

**Figure 2:**
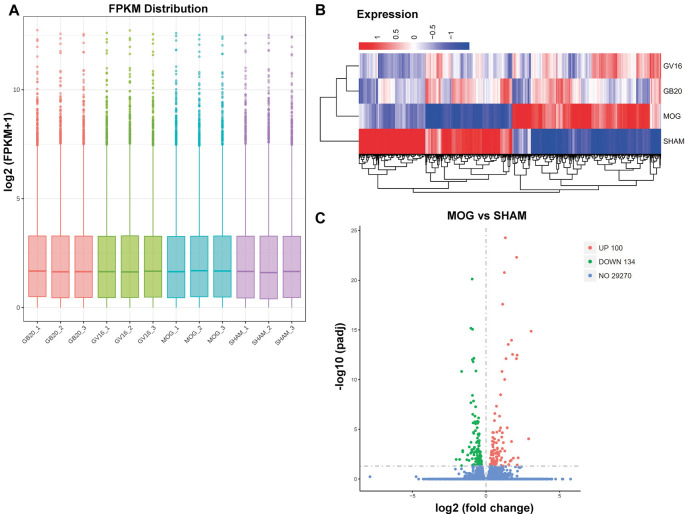
Quantitative analysis of retinal gene expression. **(A)** Boxplot shows the overall range and distribution of fragments per kilo base per million (FPKM) value of gene expression. **(B)** Cluster analysis of differentially expressed genes among groups. The colors of the heat map indicate the relative gene expression. Red color indicates the higher gene expression, while blue color indicates the lower gene expression. **(C)** The volcano map shows the numbers of differentially expressed genes (DEGs) of retina after myelin oligodendrocyte glycoprotein (MOG) immunization, compared with SHAM control. *p*adj: adjusted *p*-value.

### Differentially Expressed Retinal Genes by MOG Immunization

To identify candidate genes affected by optic neuritis, we performed differential expression analysis using the DESeq2 R package (1.16.1). Genes with |log2FoldChange| > 0 and an adjusted *p*-value <0.05 were assigned as differentially expressed. 

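In the comparison of MOG with SHAM retinas, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 245 DEGs, 104 higher and 141 lower in MOG, and 2380 genes had an unadjusted p under 0.05. Every one of the 245 genes had its 3 MOG libraries all above or all below its 3 SHAM libraries, as did 16.2% of all tested genes, where chance gives 10%. The median size of the change among the DEGs was 0.58 on the log2 scale, and 92 of them changed by less than 0.5. Of the alternatives, testing every gene with a count moved the number most, to 539. Leaving out 1 library gave between 91 and 427 DEGs, with 120 without SHAM replicate 1, 427 without SHAM replicate 3, 106 without MOG replicate 2 and 91 without MOG replicate 3.

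Beside Ecel1 and Oas2, the largest increases among DEGs were those of Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895), Cd300c2 (ENSMUSG00000044811, chromosome 11, 114996721 to 115001880) and Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499), all annotated as protein-coding genes. Sprr1a had 29 counts over the 3 MOG libraries (7, 6 and 16) and none in SHAM (adjusted p = 0.0186 by the same edgeR test with Benjamini-Hochberg adjustment). Against a floor of 3 counts over the SHAM group, its level in MOG was 9.81-fold higher. That value leaves out the spread of the MOG libraries and is not a strict lower bound. Its call was lost without SHAM replicate 1 or MOG replicate 3, and DESeq2 on the 6 libraries gave neither it nor Cd300c2 an adjusted p. The CPM of Cd300c2 was 0.132 ± 0.126 in SHAM and 0.828 ± 0.0398 in MOG, and its log2 fold change of 2.55 was no longer called without SHAM replicate 1 (2.23), SHAM replicate 2 (2.22), MOG replicate 1 (2.58), MOG replicate 2 (2.52) or MOG replicate 3 (2.54). Mmp12, whose exons overlap those of Mmp1b on the other strand, rose from 0.216 ± 0.223 to 1.14 ± 0.0525 CPM, a log2 fold change of 2.38. DESeq2 on the 6 libraries did not call it, and neither did the edgeR fit without SHAM replicate 1 (2.11), SHAM replicate 3 (1.91), MOG replicate 1 (2.35), MOG replicate 2 (2.37) or MOG replicate 3 (2.42). Among the decreases, Kcng2 (ENSMUSG00000059852, chromosome 18, 80294546 to 80364254) and Sh3bgr (ENSMUSG00000040666, chromosome 16, 96200450 to 96228935) joined Ppp1r1c, Scn4b and Gm8325. Kcng2, which shares exons with D330025C20Rik on the other strand, fell by 1.65 on the log2 scale, and the call was lost by DESeq2 on the 6 libraries and without SHAM replicate 1 (-1.41), MOG replicate 2 (-1.56) or MOG replicate 3 (-1.47). Sh3bgr fell by 1.30, and its call was lost without MOG replicate 3 (-1.11).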

We then identified 234 differentially expressed genes (DEGs) in total, with 100 genes upregulated and 134 genes down-regulated (Figure 2C). The top most upregulated gene, Ecel1, had an alternative name “damage-induced neuronal endopeptidase,” whose molecular functions were metal ion binding and metalloendopeptidase activity (Kiryu-Seo et al., 2000). 

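Ecel1 (ENSMUSG00000026247, chromosome 1, 87147655 to 87156521 on the minus strand, annotated as protein-coding with 5 transcripts) was counted at 0.815 ± 0.112 CPM in SHAM and 6.8 ± 1.96 CPM in MOG, which is 8.29-fold higher. The log2 fold change was 3.05 (SE 0.249, adjusted p = 3.23e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with each MOG library above every SHAM library. It stayed between 2.83 and 3.24 with any 1 library left out and was called in all 12 of those fits. Against MOG it did not change detectably at GB20 (log2 fold change -0.37, SE 0.189) or at GV16 (-0.20, SE 0.188). With 1 library left out these changes lay between -0.55 and -0.14 at GB20 and between -0.38 and 0.031 at GV16.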

Ecel1 was increased by eight times after ON and the *p*-value was 1.41 × 10^−15^, which was incredibly significant. The second most upregulated gene, Oas2, was an interferon-induced dsRNA-activated antiviral enzyme that played a critical role in cellular innate antiviral response (Oakes et al., 2017). It also played a role in other cellular processes such as apoptosis, cell growth, differentiation and gene regulation (Kristiansen et al., 2011). 

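For Oas2 (ENSMUSG00000032690, chromosome 5, 120730333 to 120749853, protein-coding), the CPM was 0.273 ± 0.0443 in SHAM and 2.02 ± 0.39 in MOG, a 7.26-fold difference with a log2 fold change of 2.86 (SE 0.457, adjusted p = 0.00133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 MOG libraries lay above the 3 SHAM libraries, and the call held with each of the 12 libraries left out in turn, with values between 2.69 and 2.96. The CPM was 0.495 ± 0.352 in GB20 and 0.274 ± 0.165 in GV16. The log2 fold change against MOG was -1.97 at GB20 (SE 0.408, adjusted p = 0.0364 by the same edgeR test with Benjamini-Hochberg adjustment) and -2.86 at GV16 (SE 0.464). DESeq2 on all 12 libraries did not call the fall at GB20, and DESeq2 on the 6 libraries gave no adjusted p for the fall at either site. The call at GB20 was lost without MOG replicate 1 (-1.80), MOG replicate 2 (-2.04), MOG replicate 3 (-2.07), GB20 replicate 2 (-1.60) or GB20 replicate 3 (-1.87), and that at GV16 was lost without MOG replicate 1 (-2.69), GV16 replicate 1 (-2.80) or GV16 replicate 3 (-2.51).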

Oas2 was increased by seven times after ON and the *p-value* was 9.17 × 10^−5^. The third most up-regulated gene was unknown. 

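Table 1 gives it as E230001N04Rik (ENSMUSG00000066170, chromosome 17, 28522720 to 28525398), which is annotated as a long intergenic non-coding RNA. Of its exonic sequence, 12.4% overlaps Gm20109 on the other strand, and its counts are uncertain because the strand of the counting is not given. It was counted at 0.444 ± 0.354 CPM in SHAM and 2.03 ± 0.486 CPM in MOG (log2 fold change 2.17, SE 0.715), and each MOG library lay above every SHAM library. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p was 0.233. The fits that called it included those without a filter on low counts, with DESeq2 or edgeR on the 6 libraries alone, and without GB20 replicate 2 (2.17).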

The fourth most upregulated gene, Cxcl10, was a pro-inflammatory cytokine that was involved in processes such as activation of peripheral immune cells, regulation of cell growth, apoptosis and modulation of angiostatic effects (Gao et al., 2017). Activation of the CXCL10/CXCR3 axis also played an important role in neurons in response to brain injury (Rappert et al., 2004). 

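Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, protein-coding) shares 5.91% of its exonic sequence with Art3 on the other strand. The CPM was 0.336 ± 0.198 in SHAM and 1.45 ± 0.399 in MOG, a 4.29-fold difference (log2 fold change 2.10, SE 0.628). The gene had an adjusted p of 0.139 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, although each MOG library lay above every SHAM library. Over the fits of all alternatives the adjusted p ranged from 0.00031 to 0.452 by the tools named for each fit (edgeR, DESeq2 or limma-voom with Benjamini-Hochberg adjustment). It passed 0.05 without the filter on low counts, in DESeq2 or edgeR on the 6 libraries, and without GV16 replicate 2 (2.10).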

Cxcl10 was increased by four times after ON and the *p-value* was 0.0389. The fifth most upregulated gene, Tnnt2, whose molecular functions were actin binding and calcium ion binding, was increased by four times after ON and the *p-value* was 3.61 × 10^−13^. 

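Tnnt2 (ENSMUSG00000026414, chromosome 1, 135836354 to 135852260, protein-coding with 15 transcripts) rose from 2.27 ± 0.375 CPM in SHAM to 9.85 ± 2.52 CPM in MOG, 4.32-fold. Its log2 fold change was 2.11 (SE 0.196, adjusted p = 1.4e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the groups fully apart. With any 1 of the 12 libraries left out it stayed between 1.92 and 2.29, and no such fit lost the call.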

The top most down-regulated gene, Ppp1r1c, was a protein phosphatase inhibitor, increasing cell susceptibility to TNF-induced apoptosis. Ppp1r1c was down-regulated by 75% after ON and the *p*-value was 0.0107. 

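In the counts, Ppp1r1c (ENSMUSG00000034683, chromosome 2, 79707780 to 79818496, protein-coding) fell from 2.07 ± 0.569 CPM in SHAM to 0.501 ± 0.342 CPM in MOG, 75.1% lower by the fitted log2 fold change of -2.0 (SE 0.389, adjusted p = 0.00704 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 MOG libraries lay below the SHAM libraries. The call was lost without SHAM replicate 1 (-1.76), MOG replicate 2 (-1.75) or MOG replicate 3 (-1.74).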

The second most down-regulated gene, Oxtr, was a G-protein coupled receptor involved in many biological processes such as positive regulation of synapse assembly and synaptic transmission. 

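Oxtr (ENSMUSG00000049112, chromosome 6, 112473683 to 112489943, protein-coding, the oxytocin receptor) was counted at 2.58 ± 1.29 CPM in SHAM and 0.744 ± 0.148 CPM in MOG. The fitted difference was 71% (log2 fold change -1.79, SE 0.754), and although the groups did not overlap, the adjusted p was 0.348 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 and edgeR fitted to the 6 libraries alone both called it, as did the fit without GB20 replicate 3 (-1.79), with adjusted p values from 0.0108 to 0.688 over all fits of edgeR, DESeq2 and limma-voom with Benjamini-Hochberg adjustment.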

Oxtr was down-regulated by 71% after ON and the *p*-value was 0.011. The third most down-regulated gene, Egr4, was a transcriptional regulator, activating the transcription of target genes required for mitogenesis and differentiation. Egr4 was down-regulated by 68% after ON and the *p*-value was 4.49 × 10^−2^. 

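The count of Egr4 (ENSMUSG00000071341, chromosome 6, 85511121 to 85513589, protein-coding, 1 transcript) was 3.06 ± 1.15 CPM in SHAM and 0.969 ± 0.834 CPM in MOG, a fitted fall of 68.1%. Its log2 fold change was -1.65 (SE 0.505, adjusted p = 0.166 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the ranges of the groups overlapped, as 1 MOG library lay at 1.92 CPM and 1 SHAM library at 1.83. Without that MOG library, replicate 3, the log2 fold change was -2.60 and the gene was called. It was also called without the filter on low counts and by DESeq2 on the 6 libraries.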

The fourth most down-regulated gene, Scn4b, was a voltage-gated sodium channel subunit, positively regulating sodium ion transport. Scn4b was down-regulated by 68% after ON and the *p*-value was 1.57 × 10^−11^. 

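Scn4b (ENSMUSG00000046480, chromosome 9, 45138395 to 45154152, protein-coding with 1 transcript) fell from 12 ± 0.794 to 3.78 ± 1.09 CPM, by 68.2%. The log2 fold change of -1.65 (SE 0.195, adjusted p = 3.48e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) stayed between -1.92 and -1.52 with each of the 12 libraries left out and was called in every one of these fits, with all MOG libraries below all SHAM libraries.

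**Figure D1:**
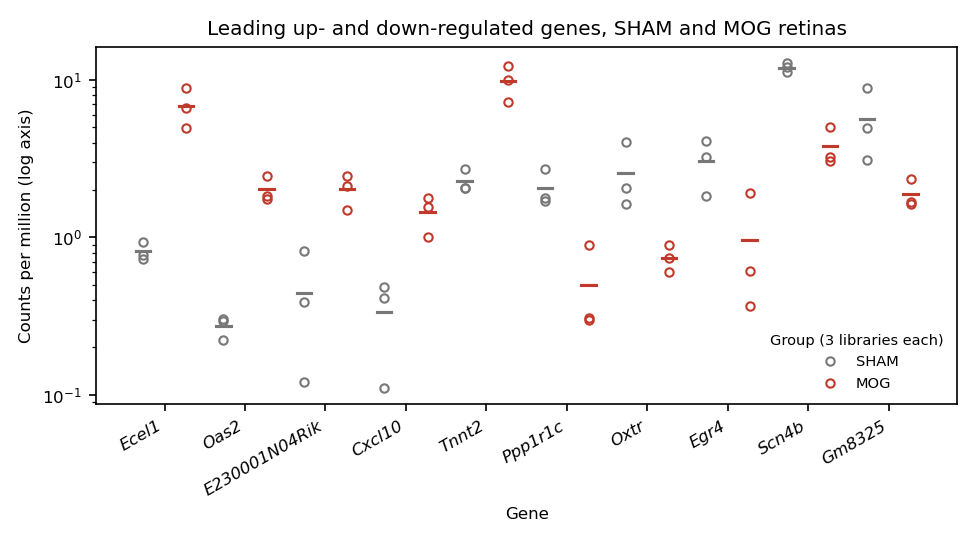
CPM on a log axis for the 5 genes listed first among the increases and the 5 listed first among the decreases in Table 1. Each circle is 1 library, grey for SHAM and red for MOG, and each bar is the mean of the 3 libraries; only Egr4 has overlapping groups, and the lowest means, such as 0.273 CPM for Oas2 in SHAM, rest on few counts.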

The fifth most down-regulated gene was an unknown gene. 

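Table 1 gives it as Gm8325 (ENSMUSG00000027694, chromosome 3, 60877014 to 60877587), which is annotated as a transcribed processed pseudogene, so its counts are uncertain, since reads of its parent gene can align to it. They were 5.62 ± 2.93 CPM in SHAM and 1.88 ± 0.395 CPM in MOG, a log2 fold change of -1.58 (SE 0.32, adjusted p = 0.0148 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap. edgeR on the 6 libraries and limma-voom did not call it, and the call was lost without MOG replicate 1 (-1.49) or MOG replicate 3 (-1.51).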

The top 20 upregulated and down-regulated DEGs together with the information of log2 FoldChange and *p*-value were listed in Table 1. Among the 20 down-regulated DEGs, there were four transcription factors, Egr4, Nr4a3, Isl2, and Pou4f1, which were highlighted in yellow (Table 1). 

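Ranked by the edgeR log2 fold change, Isl2 was the 8th and Pou4f1 the 11th of the 141 DEGs that were lower in MOG. Egr4 and Nr4a3 changed more than either in size, but neither passed the adjusted threshold in that fit, so they have no rank in it. In DESeq2 on the 6 libraries of MOG and SHAM, the ranks were 3 for Egr4, 6 for Nr4a3, 10 for Isl2 and 12 for Pou4f1.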

The transcription factor Nr4a3 functioned in negative regulation of apoptotic process, and was reported to play a neuroprotection role in oxidative stress-induced neuron death (Rappert et al., 2004). Nr4a3 was down-regulated by 67% after ON and the *p*-value was 0.00183. 

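Counts of Nr4a3 (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447, protein-coding) were 5.4 ± 1.42 CPM in SHAM and 1.8 ± 1.07 CPM in MOG, 66.5% lower by the fitted log2 fold change of -1.58 (SE 0.395). The groups did not overlap, and the adjusted p was 0.0819 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nr4a3 was called without the filter on low counts, by DESeq2 on all 12 or on 6 libraries, and without MOG replicate 3 (-2.07), GV16 replicate 2 (-1.58) or GV16 replicate 3 (-1.57).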

The transcription factor Isl2, was reported to be involved in axonogenesis and retinal ganglion cell axon guidance (Pak et al., 2004). 

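Isl2 (ENSMUSG00000032318, chromosome 9, 55538672 to 55546180, protein-coding) had 6.67 ± 0.599 CPM in SHAM and 3.02 ± 0.445 CPM in MOG. Its log2 fold change was -1.14 (SE 0.168, adjusted p = 0.00057 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between -1.27 and -1.06 with 1 library left out and called in each of those 12 fits. That is a fall of 54.6%, with the 3 MOG libraries below the 3 SHAM libraries.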

Isl2 was down-regulated by 55% after ON, and the *p*-value was 0.000594. The transcription factor Pou4f1, also named Brn3a, was another negative regulator of apoptotic process (Hudson et al., 2008; Dykes et al., 2010). 

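Pou4f1 (ENSMUSG00000048349, chromosome 14, 104461676 to 104467999, protein-coding), whose product marks most retinal ganglion cells, fell from 32.9 ± 3.8 to 16.1 ± 3.63 CPM. The fitted fall was 50.9%, a log2 fold change of -1.02 (SE 0.158, adjusted p = 0.00239 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 12 fits with 1 library left out called it, with values between -1.23 and -0.93, and the groups were fully apart.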

Pou4f1 was down-regulated by 51% after ON and the *p-value* was 2.16 × 10^−8^.

**Table 1:** Top 20 upregulated and 20 down-regulated retinal genes induced by optic neuritis (ON).

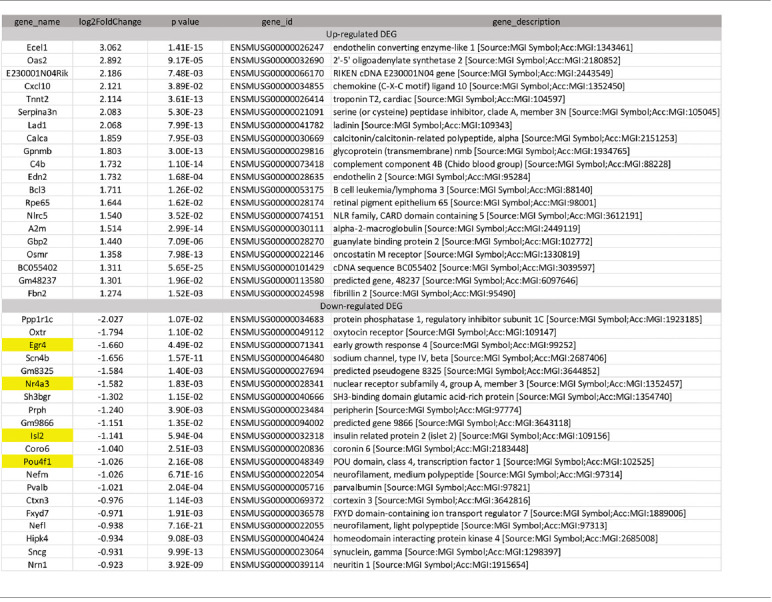

*Genes were selected by adjusted *p*-value (*p*adj) < 0.05, |log_2_FoldChange|>0 and FPKM > 0, genes highlighted in yellow are transcription factors*.

### Enrichment Analysis of DEGs Induced by Optic Neuritis

To analyze the overall regulation effects of these DEGs induced by ON, we performed enriched gene ontology (GO) analysis. 

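Gene Ontology categories were not analysed here. In their place, 22 gene lists written from general knowledge were tested with camera at a preset inter-gene correlation of 0.01, over 84 tests of 21 lists in 4 contrasts with Benjamini-Hochberg adjustment, and 38 of the 84 passed 0.05. Of these 38 calls, 9 also held under fry and 5 held with the correlation estimated for each list, which were the alternatives that moved the number most. The 5 genes of the neurofilament list were all lower in MOG than in SHAM (median log2 fold change -0.94, camera adjusted p = 9.64e-15 with Benjamini-Hochberg adjustment), and this call held under fry (0.00165) and with the estimated correlation (0.0342), with adjusted p values from 8.57e-18 to 0.0342 over all alternatives. Nefl changed by -0.94 on the log2 scale, Nefm by -1.03, Nefh by -0.88, Ina by -0.51 and Prph by -1.24, and each was a DEG. All 5 genes are also in the paper's tables, and 3 belong to another list tested here, so the list is not independent evidence. The median of the list per library lay between -1.05 and -0.78 in MOG, relative to the SHAM mean, and between -0.088 and 0.096 in SHAM.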

Results showed that among the three main categories of Biological Process (BP), Cellular Component (CC), and Molecular Function (MF), the top three most significantly regulated gene categories were: neurofilament, axonogenesis and axon development (Figure 3A). Axonogenesis and axon development were belonged to the main category of BP, while neurofilament was belonged to the main category of CC. As to the top 3 GeneRatio categories which contained the most count of DEGs, they were axonogenesis, axon development and axon part (Figure 3B). 

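The 27 tested genes of a retinal ganglion cell (RGC) list, many of which serve the axon, fell by a median of 0.64 on the log2 scale in MOG against SHAM, and 26 of them were lower (camera adjusted p = 3.78e-35 with Benjamini-Hochberg adjustment over all list tests). The call held under fry and did not hold with the estimated correlation (adjusted p = 0.0603, the largest of values from 4.09e-46 to 0.0603). The paper's tables hold 19 of these genes, 4 are on another list, and all 27 were expressed above 1 CPM in SHAM. Its leading members Scn4b, Nefl, Sncg, Chrna6 and Nefh were all DEGs. Camera called no list of other neurons, which had medians of -0.0091 for amacrine cells (adjusted p = 0.646 from camera), 0.069 for bipolar cells, -0.056 for rods and 0.036 for cones, the last with a mean of -0.022. A gliosis list of 20 genes rose by a median of 1.10 (19 higher, 13 in the paper's tables), an interferon list of 27 by 0.52 (26 higher, 10 in the tables) and a microglia list of 16 by 0.55 (all 16 higher, 3 in the tables). The gliosis call held under fry and with the estimated correlation, the microglia call under fry only, and the interferon call under neither.

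**Figure D2:**
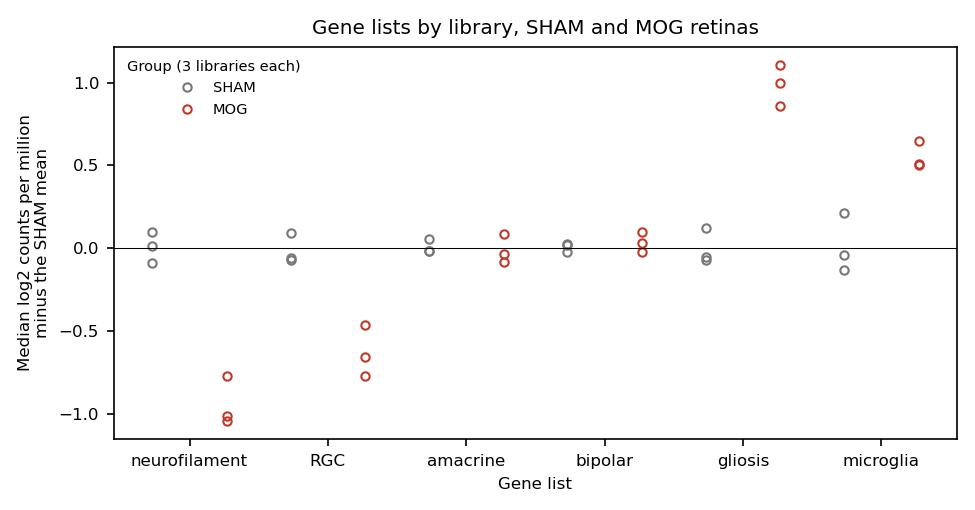
Median log2 CPM of 6 gene lists in each SHAM (grey) and MOG (red) library, relative to the SHAM mean of each gene. The neurofilament, RGC, gliosis and microglia lists are fully apart between the groups, and the amacrine and bipolar lists overlap around 0.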

Axon parts also belonged to the main category of CC. However, enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis showed no significant enriched gene categories (Supplementary Figure S1).

**Figure 3:**
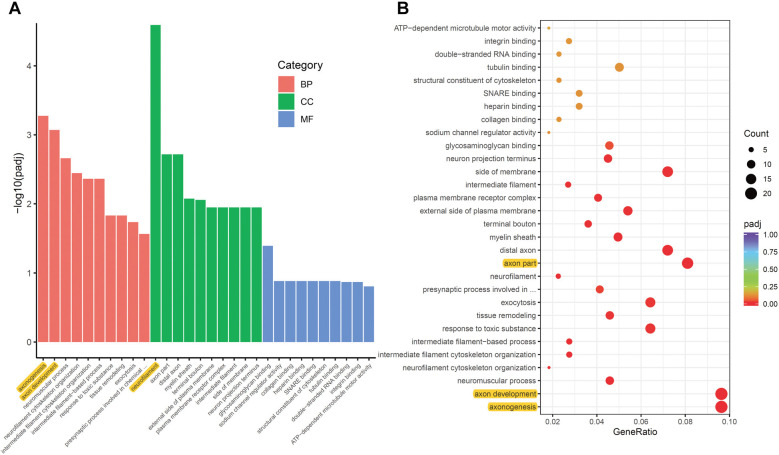
Gene ontology (GO) enrichment analysis of DEGs induced by ON. **(A)** Bar plot lists the top 10 enrichments of each category based on *p*adj value; yellow color highlights the top 3 of the most significantly enriched gene categories based on *p*adj value. **(B)** Dot plot shows the top enriched gene categories based on DEG numbers; yellow color highlights the top 3 of the enriched gene categories with most DEG numbers. BP, Biological Process; CC, Cellular Component; MF, Molecular Function. *p*adj: adjusted *p*-value.

### Reversal of Optic Neuritis Induced DEGs by Needling Treatment

To study the effect of needling treatment in mice with ON, we performed needling treatments every 3 days at acupoint GB20 or control acupoint GV16 3 weeks after MOG immunization. 

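Each needled group was compared with MOG in the same edgeR model. Among the 245 DEGs of MOG vs. SHAM, 7 were higher and 19 lower in GB20 than in MOG, and 4 were higher and 13 lower in GV16 than in MOG, at the same adjusted threshold. Of the settings with all 12 libraries, no filter on low counts moved these numbers most, with 30 higher and 41 lower at GB20 and 11 and 29 at GV16 among the 539 DEGs of that fit. With 1 library left out, the number higher in GB20 was 1 without MOG replicate 2, 2 without MOG replicate 3 or GB20 replicate 2 and 4 without MOG replicate 1 or GB20 replicate 3, and the number lower in GB20 was 9 without MOG replicate 2, MOG replicate 3 or GB20 replicate 1 and 12 without MOG replicate 1, GB20 replicate 2 or GB20 replicate 3. The number higher in GV16 was 0 without GV16 replicate 2, 1 without MOG replicate 1, MOG replicate 2 or MOG replicate 3 and 2 without GB20 replicate 1, GB20 replicate 2, GV16 replicate 1 or GV16 replicate 3, and the number lower in GV16 was 4 without GV16 replicate 1, 6 without GV16 replicate 2, 7 without MOG replicate 3 and 8 without MOG replicate 2. The libraries not named moved these numbers by no more than 1.5 times.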

RNA-seq analysis showed that among the ON induced 234 DEGs, GB20 treatment significantly upregulated 13 and down-regulated 24 of total DEGs (Figure 4A), while GV16 control treatment significantly up-regulated 4 and down-regulated 14 of total DEGs (Figure 4B). Further analysis revealed that, of the ON induced 100 up-regulated DEGs (MOG vs. SHAM), 24 DEGs were reversed by GB20 treatment, while 14 were reversed by control GV16 treatment. However, 12 of the 14 reversed DEGs of GV16 treatment were already included in the 24 DEGs of GB20 (Figure 4C). 

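Counting a gene as reversed when it was a DEG in MOG vs. SHAM and a DEG with the opposite sign in a needled group vs. MOG, 19 of the 104 genes that were higher in MOG were reversed at GB20 and 13 at GV16. The MOG libraries enter both comparisons, so chance alone turns many signs. Of the 245 DEGs, 229 had the opposite sign in GB20 vs. MOG, or 93.5% (95% Clopper-Pearson interval 89.6% to 96.2%, which covers sampling of genes only), and 223 had it in GV16 vs. MOG, or 91% (86.7% to 94.3%). In simulated needling groups with no change from MOG, the opposite-sign share had a median between 50.4% and 72.3% for GB20 in 4 kinds of simulation with 30 draws each, and reached 91.1% at most. For GV16 the simulated medians lay between 58.8% and 71.4%, and the largest share was 90.2%. The simulated number of reversed DEGs reached the observed one in 1 of 120 draws at each site. These simulations took the observed difference of each DEG as its true one, so they may understate what shared MOG libraries give. The kinds that used the fitted means of all genes gave medians of 1404 and 1020 DEGs against 245. With the DEGs chosen without MOG replicate 1 and the needled group then compared with that library alone, the opposite-sign share was 58.7% for GB20 and 54.7% for GV16, and it lay between 90.5% and 94.5% with replicate 2 or 3 in its place.

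**Figure D3:**
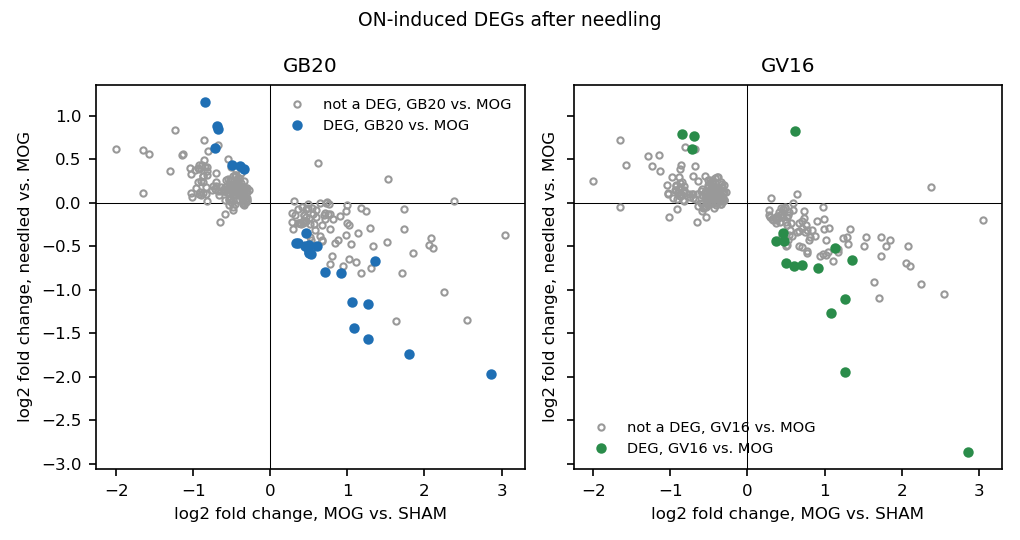
log2 fold change of each DEG of MOG vs. SHAM on the horizontal axis against its log2 fold change after needling at GB20 (left) or GV16 (right) vs. MOG on the vertical axis. Filled points are DEGs in the needled comparison as well, and most points lie in the 2 quadrants of opposite sign; Sprr1a, which had no count in any SHAM library, is left out.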

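Of the genes higher in MOG, 12 were reversed at both sites in the edgeR fit, namely Aqp4, Crym, Slc20a2, Scara3, Cnp, Mmp14, Plat, Hkdc1, Osmr, Prss56, Fbn2 and Oas2. They are not all the same as the 12 that the paper counts, since Scara3 is not among its DEGs of MOG vs. SHAM. Hkdc1 (ENSMUSG00000020080, chromosome 10, 62383137 to 62422491, protein-coding) had 10.1 ± 0.197 CPM in SHAM, 21.4 ± 0.664 in MOG, 7.88 ± 0.701 in GB20 and 8.86 ± 1.24 in GV16. Its log2 fold change against MOG was -1.44 at GB20 (SE 0.118, adjusted p = 3.53e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.27 at GV16 (SE 0.118), and all 12 fits with 1 library left out called both. Prss56 (ENSMUSG00000036480, chromosome 1, 87183313 to 87188405, protein-coding) moved from 19.8 ± 2.43 CPM in MOG to 6.67 ± 0.949 in GB20 and 5.15 ± 1.23 in GV16, against 8.23 ± 1.51 in SHAM, with log2 fold changes of -1.57 (SE 0.162) and -1.94 (SE 0.169) and no call lost. The needled groups differed by -0.17 (SE 0.126) for Hkdc1 and by 0.38 (SE 0.183) for Prss56 on the log2 scale, and neither difference passed over all genes.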

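Gfap (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912, protein-coding) had 23.1 ± 3.26 CPM in SHAM, 54.9 ± 3.08 in MOG, 51.2 ± 12.3 in GB20 and 41.3 ± 7 in GV16. It rose in MOG by a log2 fold change of 1.25 (SE 0.172, adjusted p = 0.00287 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From MOG to GV16 it fell by 0.41 (SE 0.165), with no overlap of the groups, and the adjusted p was 0.905 by the same edgeR test with Benjamini-Hochberg adjustment. It passed the threshold without the filter on low counts and in DESeq2 on the 6 libraries. In GB20 vs. MOG the log2 fold change was -0.096 (SE 0.163), and it was 0.071 without GB20 replicate 3. Fgf2 (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108, protein-coding, with 9.44% of its exonic sequence shared with Nudt6 on the other strand) had 29.8 ± 0.813, 65.3 ± 9.77, 51.1 ± 4.37 and 45.5 ± 4.78 CPM in these groups. It fell by 0.52 in GV16 vs. MOG (SE 0.0977, adjusted p = 0.0235 by the same edgeR test with Benjamini-Hochberg adjustment), a call lost without MOG replicate 3 (-0.39), GV16 replicate 1 (-0.50) or GV16 replicate 2 (-0.46). In GB20 vs. MOG it fell by 0.35 (SE 0.0967) and was called only without the filter on low counts. The direct comparison of GB20 with GV16 passed the threshold for neither gene (log2 0.31, SE 0.166, and 0.17, SE 0.0983).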

The left 2 DEGs specific to GV16 control were Gfap (glial fibrillary acidic protein) and Fgf2 (fibroblast growth factor 2). Therefore, after deducting the same DEGs shared by GV16 control, there were 12 DEGs specifically down-regulated by GB20. 

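In the edgeR fit, 7 of the genes higher in MOG were reversed at GB20 and not called at GV16, namely Gpnmb, Pde10a, Trim9, Kcnma1, Syt15, Col4a1 and Dpy19l3. All 7 were also lower in GV16 than in MOG without passing the threshold, with log2 fold changes from -0.50 for Gpnmb to -0.20 for Kcnma1, against -1.73 and -0.47 for these genes at GB20. For Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929, protein-coding), the CPM was 3.08 ± 0.39 in SHAM, 10.8 ± 1.45 in MOG, 3.23 ± 0.402 in GB20 and 7.61 ± 1.32 in GV16. Its difference between GB20 and GV16 was -1.23 on the log2 scale (SE 0.175, adjusted p = 0.00697 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the groups. It was the only DEG of GB20 vs. GV16 in that fit, out of 536 genes with an unadjusted p under 0.05. The call was lost without GB20 replicate 1 (-1.25), GB20 replicate 2 (-1.14) or GV16 replicate 2 (-1.08). DESeq2 gave 5 DEGs on all 12 libraries and 4 on the 6, edgeR 3 on the 6 libraries, and the fit without a filter on low counts 8, and with 1 library left out the number lay between 0 and 4. It was 0 without GB20 replicate 1, GB20 replicate 2 or GV16 replicate 2, 2 without SHAM replicate 1, MOG replicate 3 or GV16 replicate 1, and 4 without SHAM replicate 2.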

Among the ON induced 134 down-regulated DEGs (MOG vs. SHAM), 12 DEGs were reversed by GB20 treatment, while only three DEGs were reversed by control GV16 treatment, and all the three reversed DEGs of GV16 were also shown in that of GB20, not specific to GV16 treatment (Figure 4C). 

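Of the 141 DEGs that were lower in MOG, 7 were reversed at GB20 and 3 at GV16 in the edgeR fit, and the 3 at GV16 (Ciart, Cys1 and Slc5a8) were among the 7. The paper lists Slc5a8 as reversed by GB20 only, so these 3 genes are not all the same as the paper's. Ciart (ENSMUSG00000038550, chromosome 3, 95878503 to 95882251, protein-coding, a repressor within the circadian clock) had 17.3 ± 1.17 CPM in SHAM, 9.62 ± 0.949 in MOG, 21.4 ± 2.78 in GB20 and 16.7 ± 2.83 in GV16. Its log2 fold change was -0.85 in MOG vs. SHAM (SE 0.131), 1.16 in GB20 vs. MOG (SE 0.13, adjusted p = 3.39e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.79 in GV16 vs. MOG (SE 0.132), with the groups apart in each. The GV16 call was lost without MOG replicate 1 (0.72) or GV16 replicate 2 (0.65). Cys1 (ENSMUSG00000062563, chromosome 12, 24665833 to 24681813, protein-coding) moved from 9.62 ± 1.44 CPM in MOG to 17.8 ± 2.1 in GB20 and 16.4 ± 2.21 in GV16, against 15.6 ± 2.44 in SHAM, a log2 fold change of 0.89 (SE 0.139) and 0.77 (SE 0.141). The call of Cys1 was lost without MOG replicate 2 (0.81) at GB20 and without MOG replicate 2 (0.69), MOG replicate 3 (0.72), GV16 replicate 1 (0.65) or GV16 replicate 2 (0.81) at GV16.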

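Dbp, Bhlhe40, Tsc22d3 and Prr5 were the genes that were lower in MOG and reversed at GB20 without a call at GV16 in the edgeR fit. Their log2 fold changes in GB20 vs. MOG were 0.43, 0.39, 0.42 and 0.85, and in GV16 vs. MOG 0.071, 0.024, 0.29 and 0.42. Dbp and Bhlhe40 belong to the clock output list, and Tsc22d3 is a target of glucocorticoids. In the direct comparison of GB20 with GV16, Dbp was 0.36 higher at GB20 (unadjusted p = 4.58e-05, adjusted p = 0.305 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Bhlhe40 0.37 higher (unadjusted p = 0.00018 by edgeR), and neither passed the threshold over all genes. Prr5 and Tsc22d3 were 0.43 and 0.12 higher.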

After deducting the same DEGs shared by GV16 control, there were nine DEGs specifically upregulated by GB20. Together, there were totally 21 DEGs specifically reversed by GB20 treatment compared with control treatment. 

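To ask whether the sites differ, the genes that the paper lists as reversed by GB20 only were compared directly between GB20 and GV16. All 21 moved in the same direction at GV16 as at GB20, with a median absolute log2 fold change of 0.44 at GB20 and 0.24 at GV16, and the median of the gene-wise ratio was 0.53. Shared MOG libraries can give such values alone. In a test added after the results had been seen, 21 DEGs of MOG vs. SHAM were chosen by the smallest p among those turned back at GB20 and not reversed at GV16. With no change at either site, a median of 95.2% moved in the same direction in each of 4 kinds of simulation, with median ratios between 0.519 and 0.79, against 100% and 0.626 in the data. Over all genes tested, 1 of the 21 differed between the sites (Gpnmb), and 10 had an unadjusted p under 0.05. Adjusted over the list alone, 6 of the 21 passed, which is not independent evidence because the list was chosen on these libraries. DESeq2 on the 6 libraries of GB20 and GV16 called 2 of the 21. For the 11 genes of the edgeR list the numbers were 1 over all genes, 8 at an unadjusted p under 0.05 and 8 adjusted over the list alone. Without a filter on low counts, 4 of the paper's 21 genes passed over all genes, and 3 did in DESeq2 on all 12 libraries. With 1 library left out the number was 0 without GB20 replicate 1, GB20 replicate 2 or GV16 replicate 2, 2 without SHAM replicate 1, 3 without SHAM replicate 2 and 1 otherwise. After deducting the genes that GV16 shared, the paper states that the remaining 21 DEGs were specifically reversed by GB20 treatment.

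**Figure D4:**
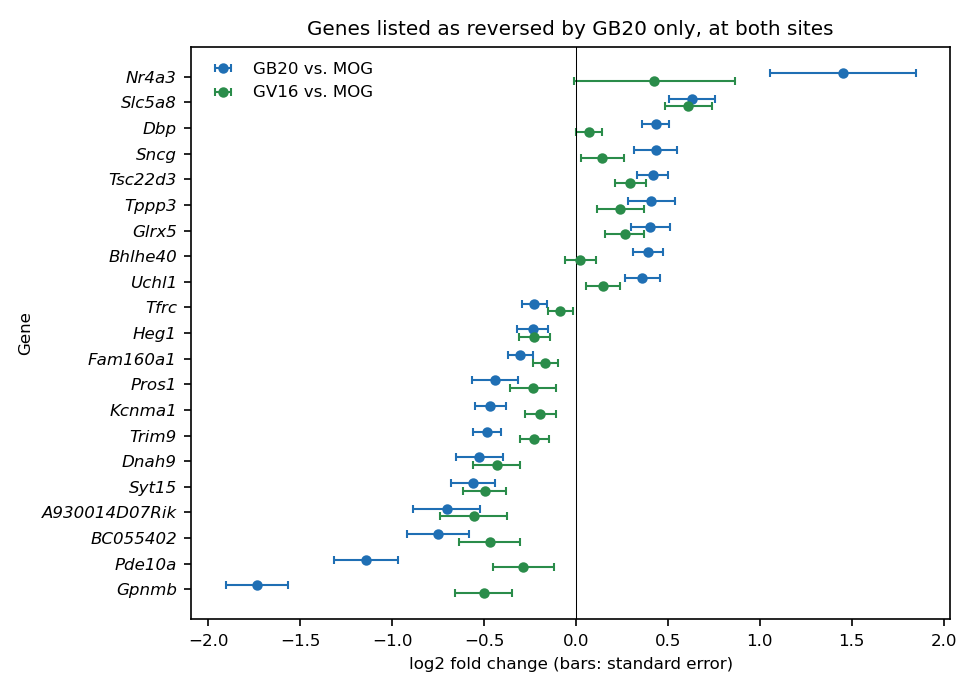
log2 fold change against MOG of the 21 genes that Table 2 marks as reversed by GB20 only, in GB20 (blue) and in GV16 (green), with bars for the standard error. The sites lie farthest apart for Gpnmb, at -1.73 and -0.50.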

The reversed DEGs were listed in Table 2. DEGs specifically reversed by GB20 treatment were highlighted in green and DEGs both reversed by GB20 or GV16 treatment were highlighted in yellow (Table 2). Finally, there was one gene whose expression was further enhanced by either GB20 or GV16 treatment, which was Folh1 (folate hydrolase 1). 

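Folh1 (ENSMUSG00000001773, chromosome 7, 86718977 to 86775943, protein-coding) had 13.2 ± 2.18 CPM in SHAM, 20.3 ± 2.91 in MOG, 27.8 ± 2.33 in GB20 and 36 ± 6.41 in GV16. The log2 fold change was 0.62 in MOG vs. SHAM (SE 0.145, adjusted p = 0.0374 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost in fits that included limma-voom, the gene length correction and those without SHAM replicate 1 (0.66), SHAM replicate 2 (0.49), MOG replicate 1 (0.52), MOG replicate 2 (0.59), GB20 replicate 1 (0.61) or GB20 replicate 2 (0.61). In GV16 vs. MOG it was 0.83 (SE 0.136, adjusted p = 0.0104 by the same edgeR test with Benjamini-Hochberg adjustment), with a call lost in fits that included those without MOG replicate 2 (0.85), MOG replicate 3 (0.71), GV16 replicate 2 (0.73) or GV16 replicate 3 (0.77). In GB20 vs. MOG it was 0.46 (SE 0.137), with every GB20 library above every MOG library but an adjusted p of 0.337 by the same edgeR test with Benjamini-Hochberg adjustment. Fits that called it there included those without the filter on low counts and with DESeq2 or edgeR on the 6 libraries. The sites differed by -0.37 (SE 0.133, unadjusted p = 0.0116 by edgeR), which did not pass over all genes.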

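The deposited FPKM values were averaged over the 3 libraries of each group and set beside the group means printed in Supplementary Table S1. All 936 means of the 234 genes were within 1% of the printed ones, with a largest difference of 0.000487%. Gene lengths were inferred from the deposited counts and FPKM values. With them, the FPKM values implied, for each library relative to the others, a denominator between 98.2% and 101.9% of its counts summed over genes.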

The average FPKM values of the 234 DEGs of all groups were listed in the supplemental data (Supplementary Table S1). Mechanical stimulation at GB20 acupoint of EAE mice for 2 weeks, was resulted in reverse of total 36 ON induced DEGs (Figure 4C). Specifically, among those reversed DEGs (Table 2), Nr4a3, Sncg and Uchl1 were axonogenesis and axon development related (Soto et al., 2008; Stevanato and Sinden, 2014; Bishop et al., 2016) and down-regulated in EAE model. 

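In total, 26 DEGs were reversed at GB20 and 16 at GV16 in the edgeR fit, and 15 of them at both. The genes that the paper lists as reversed were DEGs in edgeR for 22 of 36 at GB20 and 13 of 17 at GV16, and each of them had an unadjusted p under 0.05 in the needled comparison. DESeq2 on the 6 libraries of each comparison called all 36 and all 17. Leaving out 1 library gave between 10 and 25 reversed DEGs at GB20, with 16, 10 and 11 without MOG replicates 1, 2 and 3 and 14, 14 and 16 without GB20 replicates 1, 2 and 3. At GV16 the number lay between 5 and 18, with 10, 9 and 8 without MOG replicates 1, 2 and 3, 5 without GV16 replicate 1 and 6 without GV16 replicate 2.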

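Sncg (ENSMUSG00000023064, chromosome 14, 34370274 to 34374789, protein-coding) and Uchl1 (ENSMUSG00000029223, chromosome 5, 66676091 to 66687234, protein-coding) both fell in MOG and lay between MOG and SHAM after needling. Sncg had 70.8 ± 10.2 CPM in SHAM, 37.2 ± 1.59 in MOG, 50.1 ± 2.37 in GB20 and 41 ± 7.92 in GV16, and Uchl1 had 125 ± 13.6, 70.6 ± 5.57, 90.8 ± 7.23 and 78.3 ± 9.25. The fall in MOG was -0.93 on the log2 scale for Sncg (SE 0.114, adjusted p = 0.000148 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.83 for Uchl1 (SE 0.0932). In GB20 vs. MOG, Sncg rose by 0.43 (SE 0.115, adjusted p = 0.228 by the same edgeR test with Benjamini-Hochberg adjustment) and Uchl1 by 0.36 (SE 0.0936), with the GB20 libraries all above the MOG libraries. Neither passed the threshold there, while fits that called both included DESeq2 and edgeR on the 6 libraries and the one without a filter on low counts, and the fit without SHAM replicate 2 called Sncg (0.43). In GV16 vs. MOG the values were 0.14 (SE 0.116) and 0.15 (SE 0.0942), and without GV16 replicate 1 that of Sncg was -0.015. The sites differed by 0.29 for Sncg (unadjusted p = 0.0205, adjusted p = 1 by the same edgeR test with Benjamini-Hochberg adjustment). Of the exonic sequence of Uchl1, 18.1% overlaps Uchl1os on the other strand.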

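Tppp3 (ENSMUSG00000014846, chromosome 8, 105467493 to 105471526, protein-coding) had 69.7 ± 10.8 CPM in SHAM, 38.7 ± 4.21 in MOG, 51.4 ± 3.09 in GB20 and 45.8 ± 8.24 in GV16. It fell in MOG by 0.85 on the log2 scale (SE 0.126) and rose by 0.41 in GB20 vs. MOG (SE 0.127, adjusted p = 0.379 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.24 in GV16 vs. MOG (SE 0.128). The rise at GV16 lay between 0.085 and 0.33 with 1 library left out. Among the fits that called the rise at GB20 were those without the filter on low counts and with DESeq2 or edgeR on the 6 libraries. Slc5a8 (ENSMUSG00000020062, chromosome 10, 88885992 to 88929515, protein-coding) had 11 ± 0.988, 6.7 ± 0.432, 10.4 ± 0.572 and 10.2 ± 0.591 CPM. Its log2 fold change was -0.72 in MOG vs. SHAM, 0.63 in GB20 vs. MOG (adjusted p = 0.0283 by the same edgeR test with Benjamini-Hochberg adjustment) and 0.61 in GV16 vs. MOG (adjusted p = 0.0499 by the same edgeR test with Benjamini-Hochberg adjustment). The sites differed by 0.022 (SE 0.122), between -0.016 and 0.069 with 1 library left out. The GB20 call was lost without MOG replicate 1 (0.67), MOG replicate 2 (0.58), MOG replicate 3 (0.65), GB20 replicate 1 (0.63), GB20 replicate 2 (0.60) or GB20 replicate 3 (0.67). The GV16 call lay at the threshold and held only without SHAM replicate 2 or SHAM replicate 3 among the 12 fits with 1 library left out, with log2 fold changes between 0.56 and 0.65 in all of them, and upper-quartile scaling, the filter at a mean count of 50, limma-voom, and DESeq2 or edgeR on the 6 libraries did not call it.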

Tppp3 was involved in tubulin polymerization and promotion of axon regeneration (Huang et al., 2017); and Slc5a8 was involved in sodium ion transmembrane transport (Miyauchi et al., 2004). Furthermore, Nr4a3 and Sncg were among the top 20 down-regulated DEGs induced by MOG immunization (Table 1).

**Figure 4:**
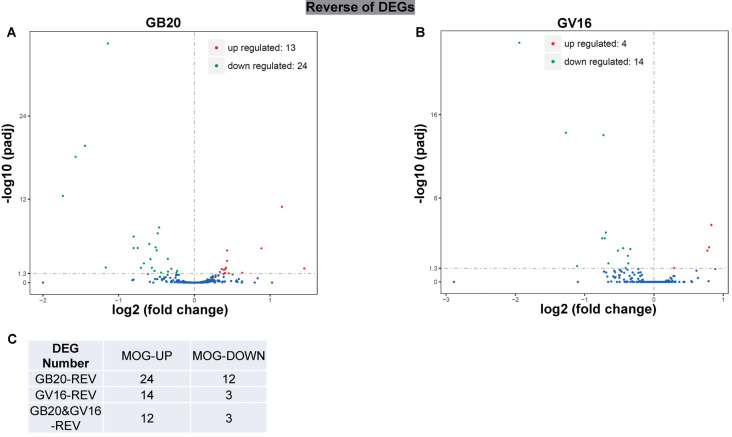
Reverse of ON-induced DEGs by needling treatments. **(A,B)** Volcano map shows the ON-induced DEGs regulated by needling treatments at acupoint GB20 and GV16, respectively. **(C)** Table shows the reversal numbers of ON-induced upregulated and down-regulated DEGs by needling treatments at acupoint GB20 and GV16, respectively. Adjusted *p*-value (*p*adj) <0.05.

**Table 2:** Differentially expressed genes (DEGs) reversed by needling treatments.

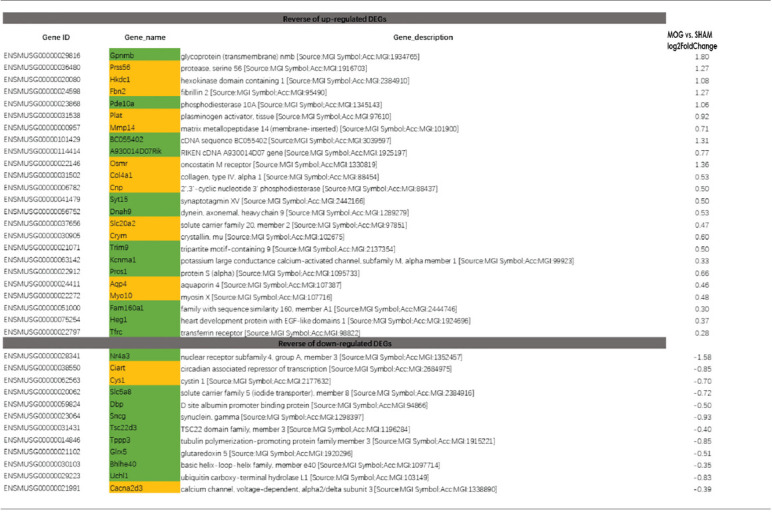

*Reversed DEGs were selected by adjusted *p*-value (*p*adj) < 0.05, |log_2_FoldChange| > 0 and FPKM > 0. The green color highlights the DEGs specifically reversed by needling treatment at GB20, while yellow highlights the DEGs reversed both by needling treatment at GB20 and GV16*.

### Enrichment Analysis of Needling Treatment

To analyze the overall effects of needling treatments on mice with ON, we performed enriched GO analysis comparing GB20 vs. MOG and GV16 vs. MOG. 

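A list of 14 genes driven by the output arm of the circadian clock (such as Per1, Per2, Cry1, Dbp and Ciart) was compared between the groups, in place of ontology categories. In GB20 vs. MOG, 13 of the 14 genes were higher, with a median log2 fold change of 0.34 (camera adjusted p = 1.29e-18 with Benjamini-Hochberg adjustment over all list tests), and the call held under fry, with the estimated correlation (0.0317) and with any 1 library left out. The paper's tables hold 8 of the 14 genes. Without those 8, the adjusted p from camera was 0.0221, and over all alternatives it ran from 6.35e-23 to 0.0317. The same list was lower in MOG than in SHAM (median -0.16, 12 of 14 genes lower). Ciart, Per2, Dbp, Cry1 and Per1 led the rise, and each was a DEG of GB20 vs. MOG in the edgeR fit.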

Results showed that the top 3 most significantly regulated gene categories after needling treatment at GB20 were: entrainment of circadian clock by photoperiod, Photoperiodism and Entrainment of circadian clock (Figure 5A). As to the top 3 GeneRatio categories which contained the most count of DEGs, they were Rhythmic process, Circadian rhythm, and Circadian regulation of gene expression (Figure 5B). They were all belonged to main category of BP. However, needling treatment at control acupoint GV16 showed no significant gene category enrichment (Supplementary Figure S2). 

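A second list of 7 clock genes of the Bmal1 arm, which cycle in antiphase to the output arm, went the other way in GB20 vs. MOG, with 6 of 7 lower and a median log2 fold change of -0.16 (camera adjusted p = 0.0396 with Benjamini-Hochberg adjustment). This call held neither under fry nor with the estimated correlation, and it was lost with the gene length correction (0.115). The call was also lost without MOG replicate 1, MOG replicate 2, GB20 replicate 1 or GB20 replicate 3, with an adjusted p from camera between 0.0103 and 0.164 over all fits with 1 library left out. The hour of dissection is not stated in the paper's text, and all groups were sampled at 1 time point. Per library, the median of the output arm relative to the SHAM mean lay between 0.10 and 0.15 in GB20, between -0.16 and -0.15 in MOG, between -0.008 and 0.076 in GV16 and between -0.02 and 0.04 in SHAM.

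**Figure D5:**
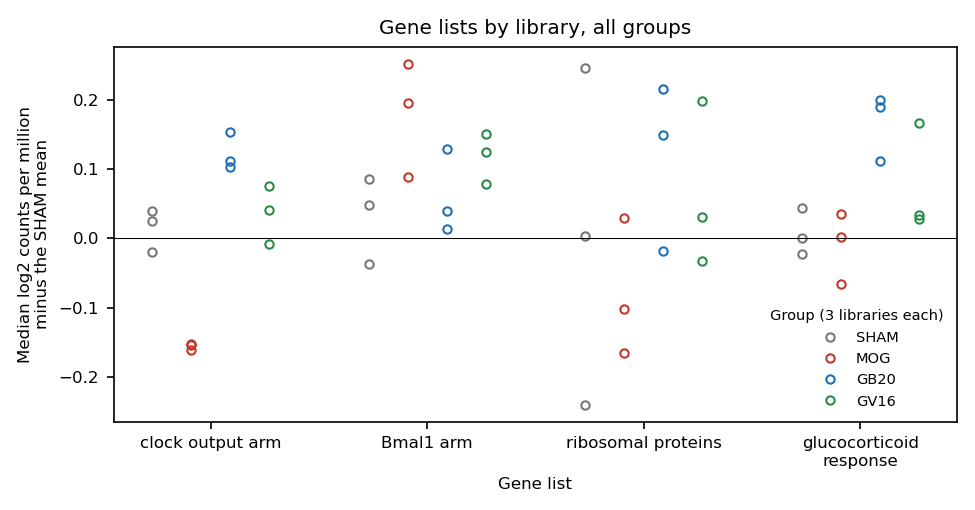
Median log2 CPM of 4 gene lists in each of the 12 libraries, relative to the SHAM mean of each gene, with grey for SHAM, red for MOG, blue for GB20 and green for GV16. The clock output arm separates MOG from the other groups, while the ribosomal protein list lies between -0.24 and 0.25 within SHAM alone.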

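In GV16 vs. MOG, 13 of the 14 genes of the clock output list were also higher, with a median log2 fold change of 0.15 (camera adjusted p = 1.45e-09 with Benjamini-Hochberg adjustment). The call held under fry (0.00947) and with any 1 library left out, and did not hold with the estimated correlation (0.0581) or for the genes outside the paper's tables (0.162), with values from 3.24e-11 to 0.162 over all alternatives. Cry1 was a DEG at GV16 (log2 fold change 0.37) as at GB20 (0.40). In the direct comparison the list was higher in GB20 than in GV16 by a median of 0.074, a call of camera (adjusted p = 1.53e-07 with Benjamini-Hochberg adjustment) that held neither under fry (0.0617), nor with the estimated correlation (0.0799), nor without the paper's genes (0.224). The Bmal1-arm list did not pass at GV16 (median -0.037, adjusted p = 0.409 from camera).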

Finally, KEGG pathway enrichment analysis showed that only gene categories of Circadian rhythm and Ribosome were significantly regulated (Figure 6). 

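For ribosomal protein genes, 80 of 86 were higher in GB20 than in MOG, by a median of 0.19 on the log2 scale, and camera called the list (adjusted p = 1.29e-18 with Benjamini-Hochberg adjustment). The change is smaller than the spread of the list within SHAM, where the median per library lay between -0.24 and 0.25, and fry (adjusted p = 0.525) and camera with the estimated correlation (0.541) did not call it. At GV16, 79 of 86 were higher, by a median of 0.13, with the same outcome under fry (0.705) and the estimated correlation (0.59). The paper's tables hold 8 of the 86 genes. Short genes such as these follow the length trend of the fold changes, and with the gene length correction the median at GB20 was 0.15 and that at GV16 was 0.13, still called by camera. A list of 76 nuclear genes of the respiratory chain rose as well, by 0.14 at GB20 and 0.088 at GV16 (camera adjusted p = 2.11e-13 and 5.68e-08 with Benjamini-Hochberg adjustment), and neither fry nor the estimated correlation called it.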

There were a total of 119 DEGs after needling treatment at acupoint GB20 compared with MOG group, while there were only 57 DEGs after needling treatment at control acupoint GV16 compared with MOG group (Supplementary Figure S3). 

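EdgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 44 DEGs for GB20 vs. MOG (18 higher and 26 lower in GB20, 1464 genes at an unadjusted p under 0.05) and 30 for GV16 vs. MOG (12 higher and 18 lower, 969 genes). The comparisons had 23 DEGs in common, against at most 1 in simulated groups without any change that share the MOG libraries. Every DEG of either comparison had groups that did not overlap, as did 15.7% and 12.6% of all tested genes (chance gives 10%). Without a filter on low counts the numbers were 140 and 73, the largest among the alternatives, and fits of the 6 libraries of each comparison gave 119 and 57 with DESeq2 and 118 and 48 with edgeR. Leaving out 1 library gave between 13 and 83 DEGs for GB20, with 83 without SHAM replicate 2, 25, 13 and 17 without MOG replicates 1, 2 and 3, and 18, 22 and 21 without GB20 replicates 1, 2 and 3. For GV16 it gave between 10 and 38, with 19 without SHAM replicate 1, 14, 13 and 14 without MOG replicates 1, 2 and 3, and 12, 10 and 18 without GV16 replicates 1, 2 and 3.

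Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455, protein-coding) was among the largest decreases at both sites, from 5.71 ± 0.526 CPM in MOG to 1.55 ± 0.516 in GB20 and 1.82 ± 0.0374 in GV16, against 2.98 ± 1.18 in SHAM. The log2 fold change was -1.88 at GB20 (SE 0.262, adjusted p = 0.00108 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.65 at GV16 (SE 0.259), and no fit with 1 library left out lost either call. Fbn2 (ENSMUSG00000024598, chromosome 18, 58008623 to 58210487, protein-coding) fell by 1.11 at GV16, a call that held with 1 library left out only without SHAM replicate 2, SHAM replicate 3 or GV16 replicate 3 (values between -1.38 and -0.93 over the 12 fits) and was lost with upper-quartile scaling and limma-voom. The merged exons of Fbn2 in the reference used here span 13215 bp. The authors' counts and FPKM values, scaled to this reference, implied 10480 bp. Among the increases were Calcrl (ENSMUSG00000059588, chromosome 2, 84330626 to 84425411), with log2 fold changes of 0.88 at GB20 and 0.90 at GV16, calls lost without MOG replicate 1 (0.79), MOG replicate 2 (0.83), GB20 replicate 1 (0.88), GB20 replicate 2 (0.89) or GB20 replicate 3 (0.89) at GB20 and without MOG replicate 1 (0.80), MOG replicate 2 (0.84), GV16 replicate 2 (0.85) or GV16 replicate 3 (0.84) at GV16, and Prkag3 (ENSMUSG00000006542, chromosome 1, 74738922 to 74749221), with 1.02 and 1.07, calls that held with 1 library left out only without SHAM replicate 2 at either site and were lost with upper-quartile scaling, DESeq2 and limma-voom, and at GV16 also by edgeR on the 6 libraries. Egr3 (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) rose by 1.07 at GB20 (adjusted p = 0.0488 by the same edgeR test with Benjamini-Hochberg adjustment), a call that held with 1 library left out only without SHAM replicate 2 or GV16 replicate 1 and was lost with upper-quartile scaling, DESeq2 and limma-voom, and moved by 0.11 at GV16. Fam107a (ENSMUSG00000021750, chromosome 14, 8296274 to 8318023) rose by 0.78 at GV16, a call that held with 1 library left out only without SHAM replicate 3, GB20 replicate 1 or GB20 replicate 2, and rose by 0.56 at GB20 without a call.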

The average FPKM values of the 119 DEGs induced by GB20 treatment and 57 DEGs induced by GV16 control treatment were listed in the supplemental tables (Supplementary Tables S2, S3).

**Figure 5:**
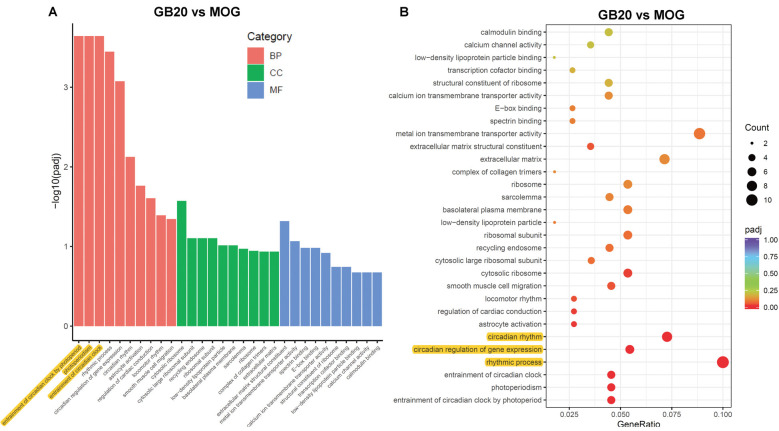
GO enrichment analysis of needling treatments at GB20. **(A)** Bar plot lists the top 10 enrichments of each category based on *p*adj value; yellow color highlights the top 3 of the most significantly enriched gene categories based on *p*adj value. **(B)** Dot plot shows the top enriched gene categories based on DEG numbers; yellow color highlights the top 3 of the enriched gene categories with most DEG numbers. BP, Biological Process; CC, Cellular Component; MF, Molecular Function. *p*adj: adjusted *p*-value.

**Figure 6:**
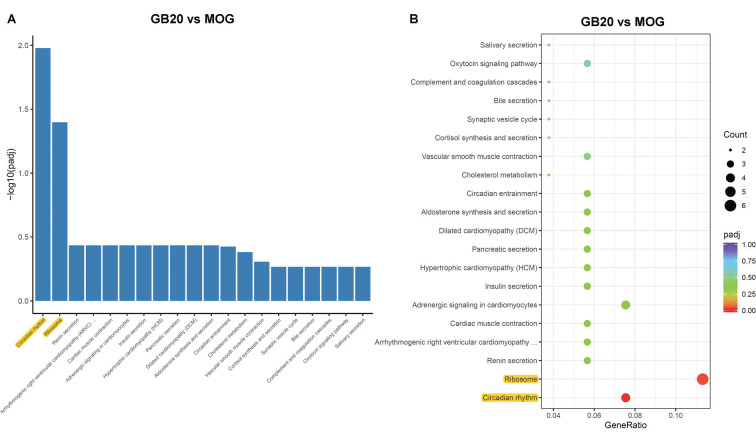
KEGG pathways analysis of needling treatments at GB20. **(A)** Bar plot lists the top enriched pathways based on *p*adj value; yellow color highlights the significant enriched pathways. **(B)** Dot plot shows the top enriched pathways based on DEG numbers; yellow color highlights the significant enriched pathways. *p*adj: adjusted *p*-value.

## Discussion

ON is the second most frequent symptom of MS, while there is no satisfactory treatment that could prevent visual disability. In Traditional Chinese Medicine, needling is widely used in clinical trials of ocular disease treatment. However, the underlying mechanism remains unclear. In the present study, by using an EAE mouse model and retinal RNA sequencing, we demonstrate that GB20 needling can regulate the retinal transcriptome of EAE mice and reverse the expression of genes induced by ON. Many studies revealed that endoplasmic reticulum (ER) stress ER stress is closely linked to neuroinflammation. Many key molecules of unfolded protein response (UPR) pathways, such as CHOP, ATF4, BiP, and XBP1, are reported to be induced in autopsied brain specimens of MS patients and spinal cord of EAE mice (Deslauriers et al., 2011). These ER stress molecules are also induced in retina of EAE mouse (Stone and Lin, 2015; Huang et al., 2017). However, the induction of those key UPR pathway molecules is not found in the RNA sequencing analysis of EAE retina samples. This may be due to the low induction and expression level of ER stress molecules in retina with ON. 

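The genes of CHOP (Ddit3, ENSMUSG00000025408, chromosome 10, 127290774 to 127296288), ATF4 (Atf4, ENSMUSG00000042406, chromosome 15, 80255184 to 80257541), BiP (Hspa5, ENSMUSG00000026864, chromosome 2, 34771970 to 34777547), XBP1 (Xbp1, ENSMUSG00000020484, chromosome 11, 5520659 to 5525893) and PERK (Eif2ak3, ENSMUSG00000031668, chromosome 6, 70844515 to 70905245), all protein-coding, were well expressed in SHAM and MOG retinas. Ddit3 had 40.7 ± 6.99 CPM in SHAM and 39.8 ± 2.49 in MOG, Atf4 275 ± 28.9 and 244 ± 16, Hspa5 208 ± 16.7 and 208 ± 25, Xbp1 72.8 ± 8.77 and 79.1 ± 3.22, and Eif2ak3 46.5 ± 2.02 and 47.4 ± 2.6. Their log2 fold changes in MOG vs. SHAM were -0.033 (SE 0.097), -0.17 (SE 0.0872), -0.0021 (SE 0.0938), 0.12 (SE 0.0837) and 0.028 (SE 0.0738), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p values from 0.419 to 0.995. The signs of Ddit3 and Hspa5, whose changes lie within their error, turned with single libraries and with the gene length correction (0.042 and 0.024), and that of Hspa5 also with DESeq2 size factors, upper-quartile scaling, the filter at a mean count of 50, DESeq2 on all 12 libraries and edgeR on the 6 libraries. Ddit3 was 0.12 without SHAM replicate 2 and 0.0072 without MOG replicate 2, Hspa5 was 0.073, 0.073 and 0.026 without SHAM replicate 2, MOG replicate 2 or MOG replicate 3, and Eif2ak3 was -0.0023 without MOG replicate 1. A list of 20 genes of the unfolded protein response had a median of -0.028 with 7 higher (camera adjusted p = 0.515 with Benjamini-Hochberg adjustment). Of these 20 genes, 5 are named in the paper's text or held in its tables. Part of the exons of Ddit3 (3.97%) and Eif2ak3 (8.05%) overlap Mars and Gm43292 on the other strand. Ddit3 also shares 6.13% of its exonic sequence with a second entry of that name on the same strand, so its counts are uncertain.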

In our previous study, CHOP, PERK and ATF4 were all induced in optic nerve crush model and identified by RNA sequencing analysis (Chen et al., 2019). Optic neuropathies caused by either traumatic injury such as optic nerve crush and ischemia or chronic injury such as ON all results in retinal degeneration and RGC death (Fernandes et al., 2013; Nashine et al., 2014; Huang et al., 2017; Kumar et al., 2019). Although inhibition of ER stress molecules provides neuroprotection, the manipulation of ER stress molecules does not affect the disease development of EAE mouse (Deslauriers et al., 2011; Huang et al., 2017; Yue et al., 2019). In this study, needling at GB20 specifically reversed the expression of 21 genes induced by ON, while as the same, needing treatment did not affect the clinical score of EAE development.

Among the DEGs reversed by GB20 needling treatment, we found that Nr4a3 is a transcription factor and significantly down-regulated by ON. Nr4a3 plays a critical role in pyramidal cell survival and axonal guidance (Pönniö and Conneely, 2004). Nr4a3 functions as a negative regulator of apoptotic process, and plays a neuroprotection role in oxidative stress-induced neuron death (Volakakis et al., 2010). 

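After needling, Nr4a3 was counted at 4.94 ± 1.01 CPM in GB20 and 2.44 ± 1.18 CPM in GV16. The log2 fold change in GB20 vs. MOG was 1.45 (SE 0.397, adjusted p = 0.309 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with each GB20 library above every MOG library, and no fit with 1 library left out called it. DESeq2 called it on all 12 libraries and on 6, as did edgeR without a filter on low counts. In GV16 vs. MOG it was 0.43 (SE 0.436), and between 0.017 and 0.92 with 1 library left out. The difference between the sites was 1.02 (SE 0.384, unadjusted p = 0.0194, adjusted p = 0.9999 by the same edgeR test with Benjamini-Hochberg adjustment). Nr4a3 is also an immediate-early gene, and its class as a list of 16 genes rose by a median of 0.19 in GB20 vs. MOG (camera adjusted p = 0.000522 with Benjamini-Hochberg adjustment), after a change of -0.46 in MOG vs. SHAM, calls that did not hold under fry. The MOG libraries alone spanned 0.46 in this list.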

Needling treatment at GB20 significantly increased and recovered the expression level of Nr4a3 (Table 2), indicating that mechanical stimulation at GB20 did have beneficial effects in treatment of ON.

In the previous study, we used GV16 acupoint for the first time as a control needling site for GB20 which was physically very close to the GB20 acupoint (Chen et al., 2019). In the present study, we have again proved that GV16 is the best control site for the needling treatment at GB20. 

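Of the 16 DEGs that GV16 reversed in the edgeR fit, 15 were also reversed at GB20, and the remaining one was Fgf2. In simulated needling groups without any change, which share the MOG libraries, at most 1 DEG was reversed at both sites. Across all tested genes, the log2 fold changes of GB20 vs. MOG and GV16 vs. MOG had a correlation of 0.581. Groups without a true change gave a median correlation between 0.45 and 0.573 in the 4 kinds of simulation, and 14 of 30 draws of the kind with the largest median were at least as large. Genes are not independent replicates in this correlation. Between 5 and 16 genes were reversed at both sites with 1 library left out, with 8, 7 and 7 without MOG replicates 1, 2 and 3, 9 without GB20 replicate 1, and 5 and 6 without GV16 replicates 1 and 2.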

Almost all the DEGs reversed by control GV16 treatment was also shown in the reversed DEG list of GB20 treatment. There are 21 DEGs that are specifically reversed by GB20 treatment (Figure 4C).

The GO enrichment analysis revealed that the most affected gene category of retina was circadian rhythm after treatment at GB20 (Figure 5B). So far, there is no report about the link between the stimulation at GB20 and the regulation of retinal circadian rhythm. Therefore, we are the first to report the connection of GB20 needling to retinal circadian rhythm regulation. There are some studies reported that acupuncture treatment with acupoints combination can upregulate the expression of circadian rhythm genes of Clock and Bmal1 in the hypothalamus (Wei et al., 2017) and the circadian rhythm genes of Per1 and Per2 in the suprachiasmatic nucleus (SCN) in insomnia rats (Guo et al., 2017), while some other research group reported that electroacupuncture treatment down-regulated the expression of Per1 and Per2 in the SCN (Hou et al., 2018). It is also reported that acupuncture treatments affect the circadian rhythm of blood pressure (Kim et al., 2012; Yang et al., 2016; Lei et al., 2017). Among the above reports, the acupoint GB20 is not included in their acupoint combinations. 

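Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960, protein-coding) was counted at 116 ± 8.15 CPM in SHAM, 97.5 ± 14.5 in MOG, 141 ± 16.4 in GB20 and 115 ± 12 in GV16. In GB20 vs. MOG its log2 fold change was 0.53 (SE 0.104, adjusted p = 0.0338 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost with the gene length correction and without SHAM replicate 3 (0.53), MOG replicate 1 (0.43), MOG replicate 2 (0.53), GB20 replicate 1 (0.58), GB20 replicate 2 (0.43) or GB20 replicate 3 (0.58). Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324, protein-coding) had 39.3 ± 6.17, 30.2 ± 2.91, 48.9 ± 2.89 and 46.4 ± 5.68 CPM in these groups. It rose by 0.70 in GB20 vs. MOG (SE 0.11, adjusted p = 0.00407 by the same edgeR test with Benjamini-Hochberg adjustment) and was called with each of the 12 libraries left out. At GV16, Per2 rose by 0.62 (SE 0.11, adjusted p = 0.017 by the same edgeR test with Benjamini-Hochberg adjustment), a call lost without MOG replicate 1 (0.56), MOG replicate 3 (0.61), GV16 replicate 1 (0.54) or GV16 replicate 3 (0.60), and Per1 by 0.24 (SE 0.105) without a call. GB20 and GV16 differed by 0.29 for Per1 (unadjusted p = 0.0113 by edgeR, not passing over all genes) and by 0.075 for Per2 (SE 0.107), with a sign for Per2 that turned to -0.017 without GV16 replicate 2.

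**Figure D6:**
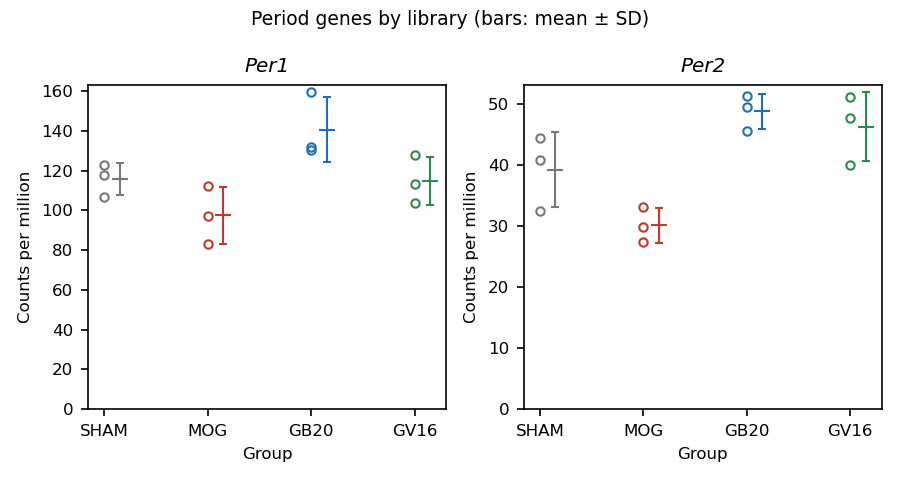
CPM of Per1 (left) and Per2 (right) in each library of the 4 groups, with circles for single libraries and bars for the mean ± SD of 3 libraries. The GB20 libraries lie above the MOG libraries for both genes, and for Per2 the GV16 libraries do as well.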

In this study, single needing treatment at GB20 also upregulated the gene expression of Per1 and Per2 in mouse retina, in accordance with other research groups’ reports that acupuncture treatments can affect expression of circadian rhythm genes.

The mechanism of needling at GB20 affects the regulation of retinal gene expression, is still unclear and may be extraordinarily complex, since the site of GB20 is at the back of the neck, far from the eyes (Figure 1A). A previous functional magnetic resonance imaging study revealed that needling at GB20 was able to regulate neural activity within the visual region of the brain (Li et al., 2018). It is reported that needling treatment also regulated the expression of nerve growth factor and brain-derived neurotrophic factor in retina (Pagani et al., 2006), which may regulate retinal gene expression. During neural development, neural activities also regulate neuron gene expression and formation and mature of many synapses (Hensch, 2005; Hooks and Chen, 2006; Shah and Crair, 2008; Hong and Chen, 2011; Furman and Crair, 2012; Ackman and Crair, 2014). Therefore, mechanical stimulation at GB20 may activate and transfer neural signals into the brain and then control the retinal gene express by the feedback neural signal from the brain.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE148759/b.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Beijing Institute of Technology and Peking University.

## Author Contributions

LM designed the experiments. JC, LZ, XG, RZ, YH, and QL performed the experiments and collected the data. LM and XL analyzed the data. HF drew the schematic image. LM prepared the figures and manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

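Retinal RNA of SHAM, MOG, GB20 and GV16 mice had been sequenced as 12 libraries, 3 in each of 4 groups. Group and replicate number of each library were taken from the sample labels. The authors enriched polyadenylated RNA, aligned the reads with Hisat2 and counted them per gene with FeatureCounts, and they deposited these counts as whole numbers without normalization. The authors also deposited FPKM values of the same libraries, which they computed from the gene length and the count of each gene. Genome build, annotation release, strand setting and treatment of reads with several alignments are not given in the sources used here. Whether 1 library holds the retinas of several mice is not stated in the paper's text. The total count per library lay between 16637268 and 18033426 in SHAM, 16122738 and 18067710 in MOG, 16338917 and 19194280 in GB20, and 15860278 and 16198995 in GV16. Differences in depth were handled by library scaling, and no library was thinned.

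The tables hold 54532 gene identifiers, of which 34538 had a count in any library, and 0 entries had no identifier. Names, coordinates, exon lengths and GC content came from GENCODE vM21 on GRCm38, which holds 54409 of the identifiers; the other 123 took 0.0552% of the counts. Genes whose exons overlap another gene were treated as uncertain, since the counting could have assigned their reads to either.

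Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by its expression filter with the 4 groups (18299 genes), libraries were scaled by TMM, and all 12 libraries were fitted with 1 mean per group and robust quasi-likelihood dispersion, which left 8 residual degrees of freedom. No batch or block was included. MOG vs. SHAM, GB20 vs. MOG, GV16 vs. MOG and GB20 vs. GV16 were the 4 planned comparisons, and GB20 vs. SHAM and GV16 vs. SHAM were added after the others had been seen. A DEG had a Benjamini-Hochberg adjusted p under 0.05 at any size of change. A gene was reversed when it was a DEG in MOG vs. SHAM and a DEG with the opposite sign in a needled group vs. MOG. CPM values used the TMM library sizes. FPKM values were compared as log2(FPKM + 1), clustered by complete linkage of the scaled group means over the DEGs of the comparisons with SHAM or MOG, and tested over all genes with a count by 1-sided permutation of the library labels (PERMANOVA, 100000 permutations). Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

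Ontology and pathway categories were not used here. Instead, 22 gene lists were written from general knowledge, and some of their members had been seen in the paper's tables. The lists, with the number of genes tested, were genes driven by the output arm of the circadian clock (14), clock genes of the Bmal1 arm (7), neurofilament genes (5), markers of retinal ganglion cells or RGC (27), amacrine cells (16), bipolar cells (14), rods (16), cones (11), Müller cells (14), gliosis (20), interferon response (27), microglia (16), T cells (1), pigment epithelium and choroid (13), lens (4), blood, by erythrocyte genes, (4), blood vessels (14), unfolded protein response (20), glucocorticoid targets (19), immediate-early genes (16), ribosomal proteins (86) and nuclear genes of the respiratory chain (76). T cells, with 1 of 12 genes expressed, were not tested as a list, and of the lens and blood lists only 4 of 17 and 4 of 9 genes were expressed. Each of the 21 other lists was tested in the 4 planned comparisons with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 84 tests. Of these genes the paper's tables or text hold 8 for the clock output arm, 5 for neurofilament, 19 for RGC, 1 for rods, 4 for Müller cells, 13 for gliosis, 10 for interferon, 3 for microglia, 3 for pigment epithelium, 5 for unfolded protein response, 7 for glucocorticoid targets, 2 for immediate-early genes, 8 for ribosomal proteins and 1 for the respiratory chain. Wherever a list is set against the paper's tables, genes named in its text were counted with them. Another list holds 1 gene of the clock output list, 3 of neurofilament, 4 of RGC, 1 of bipolar cells, 2 of Müller cells, 1 of gliosis, 3 of glucocorticoid targets and 1 of immediate-early genes. SHAM retinas expressed every tested gene of most lists above 1 CPM, and 17 of 20 in gliosis, 23 of 27 in interferon, 15 of 16 in microglia, 10 of 13 in pigment epithelium, 2 of 4 in lens, 17 of 19 in glucocorticoid targets and 84 of 86 in ribosomal proteins.

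The tests were run on simulated counts drawn with the mean, spread and library size of the real data, with 200 genes changed by a log2 fold change of 1 between MOG and SHAM. The edgeR fit recovered 149 of 200 (74.5%) with 7 false calls among 18029 genes, DESeq2 on the 6 libraries recovered 141 (70.5%) with 12 false calls among 18299, and with an added length trend and its correction edgeR recovered 146 (73%) with 9 false calls among 18009. Camera called a simulated list of changed genes and 0 of 50 lists of unchanged genes, all for MOG vs. SHAM. Genes were drawn independently in these counts, so this check does not cover correlation between the genes of a list. Because the MOG libraries enter both sides of a reversal, needled groups with no change from MOG were also simulated, 30 draws each, with independent genes or with the deviations of whole libraries kept. A first pair of simulations used the fitted means of SHAM and MOG, and since it gave far more DEGs than were observed, a second pair in which only the called genes differ was added after the first had been seen. All ways to split the 6 libraries of a comparison into 3 and 3 were fitted too.

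Before the data were examined, these alternatives had been set, each changing 1 choice: DESeq2 1.42.0 size factors or upper-quartile scaling in place of TMM; no filter, or a mean count of at least 50; DESeq2 on all 12 libraries or on the 6 of each comparison, edgeR on those 6, and limma-voom; the replicate number as a block; a correction for gene length; and each library left out in turn. The length correction took from each library a smooth (span 0.3) of its log2 CPM against log length, and the block was also combined with it. For the lists, fry, camera with estimated correlation, and lists without the paper's genes were set; for FPKM, a pseudocount of 0.1, genes with a mean FPKM of at least 1, all expressed genes, and average linkage. Corrections for GC content (18282 genes with a value, 99.91% of those tested), alone, with the block or with the length correction, were added after the length trend had been seen.

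Genes were named by a rule set with the alternatives: every gene the paper's text names as a result of this experiment, the 5 largest increases and 5 largest decreases among the DEGs of each planned comparison whose groups did not overlap, and up to 5 leading members of a list that passed. Values printed in the paper's tables had been seen by then. Genes outside the rule that are named, such as the other reversed genes and the most abundant members of lists that stand for a cell type or a source of RNA, were chosen after their values had been seen. Genes withheld for evaluation are not named. Clinical scores were not analysed here, nor were unassigned reads, which the count table does not hold.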

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

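The gene length correction and the lists had been set before the data were examined. What was chosen after the results had been seen was to hold them against the explanations in this part, and the tests of a single library behind the whole Gpnmb difference, of the GB20 site for the clock list, of handling, and of depth, shared reads and single libraries for Sprr1a.

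Gpnmb differed between the needling sites, a comparison the paper does not report. It was lower in GB20 than in GV16 by a log2 fold change of -1.23 (SE 0.175, adjusted p = 0.00697 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all GB20 libraries below all GV16 libraries, after a rise of 1.80 in MOG vs. SHAM and changes against MOG of -1.73 at GB20 and -0.50 at GV16. Every alternative other than leaving out a library called it, with values from -1.24 to -1.21. The tables argue against fewer microglia or macrophages in the GB20 libraries, since the microglia list had a median of -0.083 between the sites (5 of 16 genes higher, camera adjusted p = 0.554 with Benjamini-Hochberg adjustment), and its abundant members Ctss and Csf1r had 15.4 and 8.67 CPM in GB20 and 16.0 and 9.12 in GV16. The pigment epithelium and choroid list went the other way from less of this tissue in GB20, with a median of 0.14. That median ran between -0.072 and 0.35 with 1 library left out. Relative to the SHAM mean, the list medians of the GV16 libraries lay between -0.10 and 0.96. Less of this tissue in GB20 is therefore not excluded. No single library made the whole difference, as the value nearest 0 with 1 library left out was -1.08. What also stays open is a single library behind the call, which was lost in 3 of the 12 fits with 1 library left out, namely without GB20 replicate 1 (-1.25), GB20 replicate 2 (-1.14) or GV16 replicate 2 (-1.08). A weaker return of Gpnmb after needling at GV16 than at GB20 is a biological explanation that these tests leave open as a hypothesis.

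Camera called 10 lists between GB20 and GV16, which is also a difference the paper does not report. Beside each list stand its median log2 fold change, the number of genes higher in GB20 and the camera adjusted p with Benjamini-Hochberg adjustment. Higher in GB20 were the clock output arm (0.074, 13 of 14, 1.53e-07), gliosis (0.23, 17 of 20, 1e-06), interferon response (0.18, 23 of 27, 9.42e-05), pigment epithelium and choroid (0.14, 9 of 13, 0.0444), blood (0.32, 3 of 4, 0.0207), immediate-early genes (0.30, 15 of 16, 9.1e-08), RGC (0.060, 21 of 27, 0.0123), ribosomal proteins (0.050, 66 of 86, 0.00908) and the respiratory chain (0.057, 61 of 76, 0.00309). Lower in GB20 were bipolar cells (-0.074, 4 of 14, 0.00413). Against MOG, gliosis had -0.51 (2 of 20, 7.97e-15) in GV16 and -0.13 (5 of 20, 0.00161) in GB20, and interferon -0.28 (4 of 27, 7.83e-08) and -0.027 (12 of 27, 0.135), none called by fry (smallest adjusted p 0.0906). Between the sites fry called 0 of the 10 (smallest adjusted p 0.0617, 2 at an unadjusted p under 0.05), and camera with the estimated correlation called 0 (4 at an unadjusted p under 0.05). Over all alternatives the adjusted p ran from 3.08e-10 to 0.224 for the clock output arm, 1.04e-14 to 0.522 for gliosis, 1.73e-10 to 0.969 for interferon, 1.19e-05 to 0.763 for pigment epithelium, 0.00195 to 0.407 for blood, 5.34e-10 to 0.25 for immediate-early genes, 7.28e-13 to 0.937 for RGC, 7.39e-09 to 0.937 for ribosomal proteins, 8.26e-08 to 0.883 for the respiratory chain and 0.000406 to 0.315 for bipolar cells.

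Most of these calls rested on single libraries. With 1 library left out, only the clock output arm and the immediate-early genes were called in all 12 fits. The bipolar call was lost without GV16 replicate 3 (0.0535), that of gliosis without GV16 replicate 2 (0.134), that of blood without GB20 replicate 1 (0.205), GB20 replicate 3 (0.0637) or GV16 replicate 3 (0.333), and that of the respiratory chain without GB20 replicate 1 (0.388), GV16 replicate 1 (0.113) or GV16 replicate 3 (0.490), with camera adjusted p values with Benjamini-Hochberg adjustment in parentheses. The interferon call was lost without GB20 replicate 1 (0.969) or GV16 replicate 2 (0.409), RGC without GB20 replicate 3 (0.152), GV16 replicate 2 (0.419) or GV16 replicate 3 (0.937), and ribosomal proteins without GB20 replicate 1 (0.869), GB20 replicate 2 (0.203), GV16 replicate 1 (0.177) or GV16 replicate 3 (0.937). Pigment epithelium and choroid was lost without SHAM replicate 1 (0.0514), SHAM replicate 3 (0.0506), MOG replicate 1 (0.0524), MOG replicate 3 (0.0527), GB20 replicate 2 (0.452), GB20 replicate 3 (0.0795), GV16 replicate 1 (0.719) or GV16 replicate 3 (0.1003). The tables argue against a gene length trend between libraries as the cause for 7 of these lists, which still passed after the length correction. For ribosomal proteins and the respiratory chain such a trend is a candidate explanation, since the larger of their medians was 0.0174 after the correction and neither passed. For pigment epithelium the correction left an adjusted p of 0.0718 by camera with Benjamini-Hochberg adjustment, and the trend cannot be told apart from the needling site because the list lies so close to the threshold. Whether the clock list marks an effect specific to the GB20 site is likewise open, since fry gave an adjusted p of 0.0617 with Benjamini-Hochberg adjustment.

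The RGC list fell in MOG vs. SHAM (median log2 fold change -0.64, 26 of 27 genes lower, camera adjusted p = 3.78e-35 with Benjamini-Hochberg adjustment), a fall the paper reports for single genes and not for cell type markers as a group. Per library the list median lay between -0.07 and 0.091 in SHAM and between -0.77 and -0.46 in MOG, and the call held with each library left out and did not hold with the estimated correlation (0.0603, the largest of 4.09e-46 to 0.0603). Its most abundant genes were Nefl, with 280.2 CPM in SHAM and 146 in MOG, Jam2, with 171 and 176, and Thy1, with 158 and 106. The tables argue against a gene length trend, because the median was -0.66 after the length correction, and against loss of the inner retina at dissection, because amacrine and bipolar lists had medians of -0.0091 and 0.069, the lower of which was -0.00905. Fewer RGCs and lower expression in surviving RGCs are biological explanations that stay open as hypotheses and were not tested, since a tissue count does not separate them.

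Lists of gliosis and microglia, which the paper does not analyse as groups, rose in MOG vs. SHAM. The median log2 fold change was 1.10 for gliosis (19 of 20 genes higher, camera adjusted p = 2.46e-29 with Benjamini-Hochberg adjustment, 4.14e-42 to 0.0317 over all alternatives) and 0.55 for microglia (16 of 16, 1.76e-09, 1.75e-13 to 0.0716). Both held under fry and with each library left out, and microglia did not pass with the estimated correlation (0.0716). Among the most abundant members, Cp, Vim and Stat3 went from 141, 97.5 and 66.5 CPM in SHAM to 175, 107 and 109 in MOG, and Ctss and Csf1r from 8.37 and 6.09 to 16.6 and 9.15. A gene length trend is argued against by medians of 1.11 and 0.59 after the correction. A lower share of ganglion cells, which would raise the markers of all other cells alike, is argued against by rod, cone, amacrine and bipolar lists whose highest median was 0.0693. More microglia, infiltrating macrophages that share these markers, and activation of resident cells stay open as biological explanations and were not tested.

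Targets of glucocorticoids, which the paper does not discuss, rose at both sites against MOG, with a median log2 fold change of 0.21 in GB20 (18 of 19 genes higher, camera adjusted p = 7.46e-09 with Benjamini-Hochberg adjustment, 1.15e-09 to 0.0317 over all alternatives) and 0.25 in GV16 (16 of 19, 2.28e-09, 5.76e-10 to 0.115). Both calls held under fry (0.00761 and 0.00761), with the estimated correlation and with each library left out. Without the 7 genes in the paper's tables the list passed at GB20 (0.0134) and not at GV16 (0.115). Its most abundant genes Glul, Sgk1 and Klf9 had 1743, 422 and 151 CPM in MOG, 1972, 429 and 155 in GB20, and 2074, 423 and 149 in GV16, where Klf9 lay below MOG. A gene length trend is argued against, since the smaller of the medians was 0.18 after the correction. The list was not called between the sites (camera adjusted p = 0.740 with Benjamini-Hochberg adjustment, 11 of 19 genes higher). Anaesthesia and handling may therefore be a candidate explanation, since the paper describes xylazine and ketamine before needling and does not state them for MOG or SHAM mice. They cannot be told apart from the needling itself, because both needled groups received them together, and a response to needling at either site stays open as a biological explanation.

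Sprr1a, which the paper does not mention, had 29 counts over the MOG libraries (between 6 and 16 each) and 0 in SHAM (adjusted p = 0.0186 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a call lost without SHAM replicate 1 or MOG replicate 3 and not made by DESeq2 on 6 libraries). Against a floor of 3 counts over the SHAM group, Sprr1a was 9.81-fold higher in MOG, a value that leaves out the spread of the MOG libraries. It stayed at 21 counts in GB20 and 22 in GV16. Lower depth in SHAM is argued against by counts that came to 101% of those of the MOG libraries. Reads shared with another Sprr gene are argued against by 0 counts of the 16 other Sprr genes in MOG, where SHAM and GB20 had 2 each. A single library is argued against by a smallest count of 6 among the MOG libraries. A rise after axon injury is a biological hypothesis, and with a few counts per library the size of the change is not known.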

How the results depend on the processing

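Corrections for GC content, alone, with the replicate block or with the gene length correction, were tests chosen after the results had been seen. Among 84 gene results reported for the genes named, the alternatives set at the start, other than leaving out a library, gave 821 values with the same direction and side of the threshold, 31 that lost and 38 that gained a call, and 9 with the other sign, all for the uncalled changes of Ddit3 and Hspa5. Of the 49 called ones, 487 of 518 such fits kept the call, 0 changed sign and 37 were called in every fit. With the GC corrections 142 of 147 fits kept the call. With 1 library left out 451 of 588 did, and 22 of the 49 were called in all 12. For 39 list results, the same alternatives left 297 on their side of the threshold, 90 lost a call and 1 turned (RGC in GB20 vs. GV16 without the paper's genes, 0.382). The number of DEGs stayed within 1.5 times for 27 values and moved further for 17. Scaling by DESeq2 size factors, upper-quartile scaling, the filter at a mean count of 50, limma-voom and the gene length correction alone moved no number of DEGs in a comparison, or of DEGs reversed at GB20, GV16, both or GB20 only, by more than 1.5 times. With the length correction 231 of the 245, 43 of the 44 and 30 of the 30 DEGs remained.

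Without a filter on low counts, edgeR gave 539 DEGs in MOG vs. SHAM in place of 245, 140 in GB20 vs. MOG in place of 44, 73 in GV16 vs. MOG in place of 30 and 8 in GB20 vs. GV16 in place of 1, and the DEGs of the filtered fit remained among them in full. Reversed DEGs were then 69 at GB20 in place of 26, 37 at GV16 in place of 16, 31 at both in place of 15 and 38 at GB20 only in place of 11, and the opposite-sign share at GV16 was 85.7% in place of 91.0%. Of the genes that the paper lists as reversed by GB20 only, 4 differed between the sites in place of 1, and 10 in place of 6 when adjusted over the list alone. The cause was not tested.

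Fits of the 6 libraries of each comparison gave more DEGs after needling. DESeq2 gave 119 for GB20 vs. MOG and 57 for GV16 vs. MOG, and edgeR gave 118 and 48. Between GB20 and GV16 they gave 4 and 3, and DESeq2 on all 12 libraries gave 5. Genes reversed by GB20 only were 21 with DESeq2 and 17 with edgeR on 6 libraries. Of the paper's list of these genes, 2 and 2 differed between the sites in these fits and 3 with DESeq2 on all 12. The opposite-sign share at GB20 was 88.1% for the DEGs of DESeq2 on 6 libraries. Gene length and GC content corrections together gave 46 DEGs in GV16 vs. MOG. The cause was not tested.

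With the replicate number as a block (replicate block), the DEGs were 404 in MOG vs. SHAM, 73 in GB20 vs. MOG and 47 in GV16 vs. MOG, with 41 reversed at GB20 and 21 at GB20 only. With the length correction as well they were 450, 93 and 65, with 47, 25, 23 and 24 reversed at GB20, GV16, both and GB20 only. With the GC correction and the block they were 389, 84 and 58, with 47, 26, 24 and 23. The Methods describe 3 repeats of the experiment and do not state that the number of a library is its repeat. Over 18 pairs of such libraries, the correlation of their deviations from the group means across genes lay between -0.0966 and 0.286 (median 0.0320), and 3 were over 0.1. The ribosomal list in GB20 vs. GV16 had a camera adjusted p of 0.294 with Benjamini-Hochberg adjustment with the length correction and the block, against values from 7.39e-09 to 0.937 over all alternatives. The cause was not tested.

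Leaving out 1 library gave between 91 and 427 DEGs in MOG vs. SHAM (91 without MOG replicate 3, 106 without MOG replicate 2, 120 without SHAM replicate 1 and 427 without SHAM replicate 3), between 13 and 83 in GB20 vs. MOG (13 without MOG replicate 2, 17 without MOG replicate 3, 18 without GB20 replicate 1, 21 without GB20 replicate 3, 22 without GB20 replicate 2, 25 without MOG replicate 1 and 83 without SHAM replicate 2), between 10 and 38 in GV16 vs. MOG (10 without GV16 replicate 2, 12 without GV16 replicate 1, 13 without MOG replicate 2, 14 without MOG replicate 1 or MOG replicate 3, 18 without GV16 replicate 3 and 19 without SHAM replicate 1) and between 0 and 4 in GB20 vs. GV16 (0 without GB20 replicate 1, GB20 replicate 2 or GV16 replicate 2, 2 without SHAM replicate 1, MOG replicate 3 or GV16 replicate 1 and 4 without SHAM replicate 2). Reversed DEGs were between 10 and 25 at GB20 (10 without MOG replicate 2, 11 without MOG replicate 3, 14 without GB20 replicate 1 or GB20 replicate 2 and 16 without MOG replicate 1 or GB20 replicate 3), between 5 and 18 at GV16 (5 without GV16 replicate 1, 6 without GV16 replicate 2, 8 without MOG replicate 3, 9 without MOG replicate 2 and 10 without MOG replicate 1), between 5 and 16 at both (5 without GV16 replicate 1, 6 without GV16 replicate 2, 7 without MOG replicate 2 or MOG replicate 3, 8 without MOG replicate 1 and 9 without GB20 replicate 1) and between 3 and 20 at GB20 only (3 without MOG replicate 2, 4 without MOG replicate 3 or GB20 replicate 2, 5 without GB20 replicate 1 or GB20 replicate 3, 19 without GV16 replicate 2 and 20 without GV16 replicate 1). The cause was not tested.

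The opposite-sign share lay between 86.5 and 98.4% at GB20 (86.5 without GB20 replicate 3, 96.2 without MOG replicate 2, 96.7 without MOG replicate 3, 98.3 without SHAM replicate 1 and 98.4 without MOG replicate 1) and between 64.5 and 96.9% at GV16 (64.5 without GV16 replicate 1, 85.7 without SHAM replicate 3, 95 without SHAM replicate 1, 96.1 without GV16 replicate 3 and 96.9 without MOG replicate 1). Of the paper's genes reversed by GB20 only, between 0 and 3 differed between the sites over all genes (0 without GB20 replicate 1, GB20 replicate 2 or GV16 replicate 2, 2 without SHAM replicate 1 and 3 without SHAM replicate 2), and between 4 and 10 when adjusted over the list alone (10 without GV16 replicate 1). The number of list tests that passed stayed between 31 and 40. The cause was not tested.

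The list tests depended on how the correlation between genes was set. Of the 38 camera calls, 9 held under fry, 5 with the estimated correlation and 24 without the genes in the paper's tables. Those held by fry were the clock output arm in MOG vs. SHAM, GB20 vs. MOG and GV16 vs. MOG, neurofilament, RGC, gliosis and microglia in MOG vs. SHAM, and glucocorticoid targets in both needled comparisons. The estimated correlation held neurofilament and gliosis in MOG vs. SHAM, the clock output arm in GB20 vs. MOG, and glucocorticoid targets at both sites. Adjusted p values with Benjamini-Hochberg adjustment of lists that lost a call were as follows. RGC in MOG vs. SHAM had 0.0603 with the estimated correlation, against 4.09e-46 to 0.0603 over all alternatives. Ribosomal proteins had 0.525 and 0.541 in GB20 vs. MOG (fry and estimated correlation, 9.02e-26 to 0.541 over all), 0.705 and 0.590 in GV16 vs. MOG (2.26e-19 to 0.705), and 0.885 and 0.877 in GB20 vs. GV16, where the length correction gave 0.426 and with GC content 0.508. The clock output arm in GV16 vs. MOG had 0.0581 with the estimated correlation and 0.162 without the paper's genes (3.24e-11 to 0.162 over all). In GB20 vs. GV16 it had 0.0617 under fry, 0.0799 and 0.224 (3.08e-10 to 0.224). RGC in GB20 vs. GV16 turned negative without the paper's genes (0.382, 7.28e-13 to 0.937 over all). A preset correlation below that of genes in 1 list lowers the p of camera by construction, and other causes were not tested.

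With 1 library left out, camera adjusted p values with Benjamini-Hochberg adjustment of lists whose direction by camera turned were as follows. The unfolded protein response in MOG vs. SHAM, never called, ran between 0.137 and 0.877 and turned without SHAM replicate 2 or MOG replicate 2, as it did with the length and GC corrections together (0.976). Ribosomal proteins in MOG vs. SHAM ran between 3.58e-14 and 0.283 (without SHAM replicate 2 (0.0477) and MOG replicate 3 (0.283), the first with the opposite sign). RGC in GV16 vs. MOG ran between 8.25e-06 and 0.711 and was lost without SHAM replicate 3 (0.0516), MOG replicate 2 (0.371), MOG replicate 3 (0.711), GB20 replicate 1 (0.0505), GB20 replicate 3 (0.0558) or GV16 replicate 1 (0.101), with the opposite sign without GV16 replicate 1. In GB20 vs. GV16, RGC ran between 7.28e-13 and 0.937 and ribosomal proteins between 7.39e-09 and 0.937, both turning without GV16 replicate 3 (where the ribosomal median stayed positive), interferon between 1.73e-10 and 0.969, turning without GB20 replicate 1, and pigment epithelium between 1.19e-05 and 0.719, turning without GV16 replicate 1. Müller cells in GV16 vs. MOG ran between 0.00163 and 0.462 and were called only without SHAM replicate 2, SHAM replicate 3, MOG replicate 2 or GV16 replicate 1, and neurofilament in GB20 vs. MOG (without MOG replicate 2 (0.0791) or GB20 replicate 3 (0.0868)), gliosis in GB20 vs. MOG (without GB20 replicate 3 (0.0699)) and pigment epithelium in MOG vs. SHAM (without SHAM replicate 1 (0.0595) or SHAM replicate 3 (0.0779)) also lost a call. The median alone turned for blood in GB20 vs. GV16 without GV16 replicate 3 (-0.00242) and Müller cells in GV16 vs. MOG without MOG replicate 1 (0.00415). The cause was not tested.

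Small changes of single genes turned sign. Ddit3 in MOG vs. SHAM, -0.033 on the log2 scale and not called, was 0.042 with the length correction, 0.046 with the replicate block as well and 0.052 with GC content, and Hspa5 (-0.0021) was 0.0042 with DESeq2 size factors, 0.017 with upper-quartile scaling, 0.0074 with the stricter filter, 0.024 with the length correction, 0.025 with the block as well, 0.0085 with GC content, 0.00036 with DESeq2 on all 12 libraries and 0.00082 with edgeR on 6. With 1 library left out, Ddit3 ran between -0.13 and 0.12 (positive without SHAM replicate 2 or MOG replicate 2), Hspa5 between -0.10 and 0.073 (positive without SHAM replicate 2, MOG replicate 2 or MOG replicate 3), Eif2ak3 between -0.0023 and 0.077 (negative without MOG replicate 1), Gfap in GB20 vs. MOG between -0.27 and 0.071 (positive without GB20 replicate 3), Sncg in GV16 vs. MOG between -0.015 and 0.26 (negative without GV16 replicate 1) and Per2 in GB20 vs. GV16 between -0.017 and 0.15 (negative without GV16 replicate 2). Ecel1 in GV16 vs. MOG ran between -0.38 and 0.031 and Slc5a8 in GB20 vs. GV16 between -0.016 and 0.069. None of these changes was called, and their cause was not tested.

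For the FPKM values, the distance between GB20 and GV16 was 50.2% of the nearer distance to MOG over the DEGs and 96.7% over all expressed genes. The range of the library medians was 0.0951 on the log2(FPKM + 1) scale, 0.0260 over genes with a mean FPKM of at least 1 and 0.246 with a pseudocount of 0.1. The permutation test of the grouping gave p = 0.0517, 0.0413 with a pseudocount of 0.1, and between 0.0276 and 0.152 with 1 library left out, under 0.05 without SHAM replicate 2 (0.0396), SHAM replicate 3 (0.0321) or GB20 replicate 2 (0.0276). No cause of these shifts was tested.

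Depth limits what can be said of rare transcripts. Of 34538 genes with a count, 18299 passed the filter. Genes under it were tested in the fit without one and in fits with another choice of genes. DESeq2 on all 12 libraries took in 34535 genes, not all with an adjusted p. Fits with 1 library left out took in between 18665 and 18732. Sprr1a rested on 29 counts, T cell markers could not be tested as a list, and lens and blood rested on 4 genes each. In the simulated comparison of MOG with SHAM, 74.5% of genes changed by a log2 fold change of 1 were recovered, so that the absence of a call does not exclude a change of that size.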

Differences from the paper's values

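Tests behind this part were all among the alternatives set before the data were examined, apart from the GC content corrections, which were chosen after the results had been seen.

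edgeR gave 44 DEGs in GB20 vs. MOG, where the paper's number is 119. Within 1.5 times of it were no filter on low counts (140), length correction with replicate block (93), DESeq2 on 6 libraries (119) and edgeR on 6 libraries (118) and the fit without SHAM replicate 2 (83), and outside it were DESeq2 size factors, upper-quartile scaling, the filter at a mean count of 50, the replicate block, the length correction, DESeq2 on all 12 libraries and limma-voom (38 to 73) and the other fits with 1 library left out. For GV16 vs. MOG, edgeR gave 30 DEGs and the paper's number is 57. Within 1.5 times of it were no filter on low counts (73), the replicate block (47), the length correction (38), length correction with replicate block (65), DESeq2 on all 12 libraries (41), DESeq2 on 6 libraries (57) and edgeR on 6 libraries (48) and the fit without SHAM replicate 2 (38), and outside it were DESeq2 size factors, upper-quartile scaling, the filter at a mean count of 50 and limma-voom (21 to 30) and the other fits with 1 library left out.

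Among the DEGs of MOG vs. SHAM, 7 were higher in GB20 than in MOG, against the paper's 13. Within 1.5 times of it were the replicate block (17), the length correction (10), length correction with replicate block (18), DESeq2 on all 12 libraries (10), DESeq2 on 6 libraries (13) and edgeR on 6 libraries (13), and outside it were DESeq2 size factors, upper-quartile scaling, no filter on low counts, the filter at a mean count of 50 and limma-voom (6 to 30) and every fit with 1 library left out. Of the genes lower in MOG, 7 were reversed by GB20, against the paper's 12. Within 1.5 times of it were the replicate block (17), the length correction (10), length correction with replicate block (17), DESeq2 on all 12 libraries (10), DESeq2 on 6 libraries (12) and edgeR on 6 libraries (12), and outside it were DESeq2 size factors, upper-quartile scaling, no filter on low counts, the filter at a mean count of 50 and limma-voom (6 to 28) and every fit with 1 library left out.

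Genes reversed by GB20 only numbered 11, and the paper's number is 21. Within 1.5 times of it were upper-quartile scaling (14), the replicate block (21), the length correction (15), length correction with replicate block (24), DESeq2 on all 12 libraries (16), DESeq2 on 6 libraries (21), edgeR on 6 libraries (17) and limma-voom (14) and the fit without GV16 replicate 1 (20) or without GV16 replicate 2 (19), and outside it were DESeq2 size factors, no filter on low counts and the filter at a mean count of 50 (11 to 38) and the other fits with 1 library left out. Chosen after the values had been seen, the GC correction with the replicate block came within 1.5 times of all 5 numbers (84, 58, 16, 15 and 23) and dropped 55, 16, 4, 3 and 11 of the paper's genes, that with the length correction did so for the middle 3 (46, 9 and 9) and dropped 18, 7 and 6, and GC alone for none.

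Adjusted p values of single genes in MOG vs. SHAM differed as well. The first value is that of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the second the paper's, and in parentheses stand DESeq2 on the 6 libraries of the comparison and the range over all alternatives. Ecel1 had 3.23e-07 against 1.41e-15 (1.39e-15, 9.03e-33 to 1.83e-05), Oas2 had 0.00133 against 9.17e-05 (9.04e-05, 1.01e-07 to 0.0085), Tnnt2 had 1.4e-06 against 3.61e-13 (3.57e-13, 6.77e-26 to 3.02e-05), Scn4b had 3.48e-05 against 1.57e-11 (1.56e-11, 1.27e-18 to 0.0012), Pou4f1 had 0.00239 against 2.16e-08 (2.13e-08, 4.54e-18 to 0.0222) and Oxtr had 0.348 against 0.011 (0.0108, 0.0108 to 0.688). For these 6 genes only DESeq2 on the 6 libraries came near the paper's value, and no other alternative set at the start did.

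For 4 further genes, other alternatives came near as well. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Cxcl10 had 0.139 against 0.0389 (range 0.00031 to 0.452), with a value near the paper's from DESeq2 on 6 libraries (0.0383), edgeR on 6 libraries (0.0278) and without GV16 replicate 2 (0.0301). Ppp1r1c had 0.00704 against 0.0107 (range 4.34e-05 to 0.0833), with a value near the paper's from DESeq2 size factors (0.00718), upper-quartile scaling (0.00809), DESeq2 on 6 libraries (0.0105) and the fits without SHAM replicate 3, GB20 replicate 1, GB20 replicate 2, GB20 replicate 3, GV16 replicate 1, GV16 replicate 2 or GV16 replicate 3 (0.00722 to 0.0107). Egr4 had 0.166 against 0.0449 (range 2.35e-05 to 0.492), with a value near the paper's from DESeq2 on all 12 libraries (0.0516), DESeq2 on 6 libraries (0.0442) and without SHAM replicate 3 (0.0580). Nr4a3 had 0.0819 against 0.00183 (range 8.43e-09 to 0.299), with a value near the paper's from DESeq2 on all 12 libraries (0.00211) and DESeq2 on 6 libraries (0.00181). The rest of the alternatives set at the start did not come near.

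Statements on single genes differed too. Ranked by fold change among the DEGs of edgeR in MOG vs. SHAM, Sprr1a came first, Ecel1 number 2, Oas2 number 3 and Tnnt2 number 7, and Isl2 and Pou4f1 were number 8 and 11 among the decreases, where the paper puts Ecel1, Oas2, an unknown gene, Cxcl10 and Tnnt2 in this order. DESeq2 on 6 libraries gave that order, with E230001N04Rik as number 3 and Cxcl10 as number 4, and Oxtr, Egr4, Nr4a3, Isl2 and Pou4f1 as number 2, 3, 6, 10 and 12 among the decreases. The edgeR fit did not call E230001N04Rik, Cxcl10, Oxtr, Egr4 or Nr4a3 in MOG vs. SHAM. E230001N04Rik was called by no filter on low counts, the replicate block, the length correction with the replicate block, the GC correction with the replicate block, DESeq2 on 6 libraries, edgeR on 6 libraries and the fit without GB20 replicate 2; Cxcl10 by no filter on low counts, DESeq2 on 6 libraries, edgeR on 6 libraries and the fit without GV16 replicate 2; Oxtr by DESeq2 on 6 libraries, edgeR on 6 libraries and the fit without GB20 replicate 3; Egr4 by no filter on low counts, DESeq2 on 6 libraries and the fit without MOG replicate 3; and Nr4a3 by no filter on low counts, DESeq2 on all 12, DESeq2 on 6 libraries and the fit without MOG replicate 3, GV16 replicate 2 or GV16 replicate 3.

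Of the genes the paper names as reversed, edgeR did not call Nr4a3, Sncg, Uchl1 or Tppp3 in GB20 vs. MOG, or Gfap in GV16 vs. MOG. At GB20, Nr4a3 was called by no filter on low counts, DESeq2 on all 12 and DESeq2 on 6 libraries; Sncg by no filter on low counts, the replicate block, the GC correction with the replicate block, DESeq2 on 6 libraries, edgeR on 6 libraries and the fit without SHAM replicate 2; Uchl1 by no filter on low counts, DESeq2 on 6 libraries and edgeR on 6 libraries; and Tppp3 by no filter on low counts, the replicate block, the length correction with the replicate block, the GC correction with the replicate block, DESeq2 on 6 libraries and edgeR on 6 libraries. In GV16 vs. MOG, Gfap was called by no filter on low counts and DESeq2 on 6 libraries. Folh1, which the paper describes as enhanced by either site, was a DEG only at GV16 with edgeR, and at GB20 it was called by no filter on low counts, DESeq2 on 6 libraries and edgeR on 6 libraries. Fgf2, specific to GV16 in the paper and here, was called at GB20 too with no filter on low counts. Slc5a8, specific to GB20 in the paper, was called at both sites by edgeR. It was GB20 only with upper-quartile scaling, the filter at a mean count of 50, the GC content correction, DESeq2 on 6 libraries, edgeR on 6 libraries and limma-voom, and in the fits without SHAM replicate 1 or any 1 GV16 library. Without any 1 MOG or GB20 library neither site was called, and without SHAM replicate 2 or SHAM replicate 3 both were.

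The paper calls 21 genes specifically reversed by GB20. Tested directly between the sites with edgeR, 1 of these 21 differed over all genes and 6 when adjusted over the list alone. The paper reports no significant category after needling at GV16, and its categories were not used here. The clock output list rose in GV16 vs. MOG by a median log2 fold change of 0.15 (13 of 14 genes higher, camera adjusted p = 1.45e-09 with Benjamini-Hochberg adjustment, 3.24e-11 to 0.162 over all alternatives). It passed under fry (0.00947) and did not with the estimated correlation (0.0581) or without the paper's genes (0.162).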

Other observations

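Tests in this part that were chosen after the results had been seen were those of clock phase and of handling or light before dissection, the GC corrections, and the second kind of simulation; the comparisons of needled groups with SHAM were added later too.

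There are 10 ways to split the 6 libraries of a comparison into 3 and 3. The real split gave the most DEGs in MOG vs. SHAM (splits with as many: 1), GB20 vs. MOG (1) and GV16 vs. MOG (1), where any other split gave at most 1 DEG. Between GB20 and GV16, 2 splits gave 1 DEG. At an unadjusted p under 0.05 the real split did not lead everywhere, with 2380 genes in MOG vs. SHAM against 2661 in the largest other split, 1464 against 909 in GB20 vs. MOG, 969 against 1370 in GV16 vs. MOG and 536 against 1276 in GB20 vs. GV16. By this count alone chance is not excluded, because the share of splits cannot go under 10%, and the calls rest on the edgeR test.

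Reversal used the MOG libraries on both sides, so that a MOG library that deviates by chance gives changes of opposite sign. Needled groups with no change from MOG were simulated in 4 kinds of 30 draws. As many genes reversed by GB20 as observed (26) occurred in 1 of 120 draws and by GV16 (16) in 1, each with deviations of whole libraries kept, where they reached 301 and 120. Genes reversed by both reached 1 at most, where 15 were observed. The opposite-sign share was 93.5% at GB20, against medians of 72.3, 68.9, 57.8 and 50.4% and at most 91.1% in the simulations, and 91.0% at GV16, against 71.4, 65.6, 58.8 and 60.6% and at most 90.2%. Much of an opposite-sign share therefore arises without any effect of needling. The simulations took the observed difference of each DEG as its true one, so they may understate this part. With DEGs chosen without 1 MOG library and compared with that library, the share was 58.7, 91.4 and 94.5% at GB20 and 54.7, 90.5 and 93.4% at GV16 for MOG replicates 1, 2 and 3. A deviating library stays open for part of the shares, since the smallest, 58.7 and 54.7%, came near 50% with MOG replicate 1, and needling as the biological explanation was not separated from it.

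Fold changes followed gene length. The Spearman correlation of log2 fold change with exon length over 11152 genes was 0.39 in MOG vs. SHAM, -0.41 in GB20 vs. MOG, -0.18 in GV16 vs. MOG and -0.38 in GB20 vs. GV16, and with GC content it was -0.30, 0.18, 0.031 and 0.22. The slopes of single libraries did not separate the groups (2-sided exact permutation p of 0.400, 0.200, 0.400 and 0.200, where 0.1 is the smallest possible). The tables argue against the length trend as the cause of most of these DEGs and of the rise of the clock output list against MOG. For the ribosomal list the trend stays open, because within SHAM its median per library went opposite to the slope on length. It was 0.246 in SHAM replicate 2, where the slope was -0.108, and -0.240 in SHAM replicate 3, where the slope was 0.0483. After the length correction, 231 of 245 DEGs of MOG vs. SHAM and 43 of 44 of GB20 vs. MOG remained. The GC correction left 200 of the 245 and 44 of the 44, and with the length correction 214 and 44. After the length correction the median log2 fold change of the clock output list was 0.35 in GB20 vs. MOG and 0.16 in GV16 vs. MOG, and that of ribosomal proteins 0.15 and 0.13. RNA integrity and capture efficiency of single libraries, which could cause such a trend, were not given in the sources used here and stay open, as does a biological cause.

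The clock output list rose at both sites against MOG, with the larger median in GB20 (0.34, 13 of 14 genes higher; 0.15 in GV16). A shift in clock phase would lower the antiphase Bmal1 arm. That list had a median of -0.16 in GB20 vs. MOG (6 of 7 genes lower, camera adjusted p = 0.0396 with Benjamini-Hochberg adjustment), 0.115 after the length correction, and 0.0103 to 0.214 over all alternatives; the call was also lost without MOG replicate 1 (0.164), MOG replicate 2 (0.0707), GB20 replicate 1 (0.130) or GB20 replicate 3 (0.106). A shift in phase therefore cannot be told apart from a change in level, because the Bmal1 arm passes only without the correction. The hour of dissection is not stated in the paper's text, and a difference in it between groups, anaesthesia, and an effect of needling on the clock all stay open and were not tested.

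Rpe65, a marker of pigment epithelium, was higher in MOG than in SHAM (log2 fold change 1.63, adjusted p = 0.145 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0160 by DESeq2 on 6 libraries), and tissue carried over at dissection may be its source. The list of pigment epithelium and choroid rose by a median of 0.27 (10 of 13 genes higher, camera adjusted p = 0.00899 with Benjamini-Hochberg adjustment, 7.77e-05 to 0.59 over all alternatives), and without the 3 genes in the paper's tables its adjusted p was 0.370. Its call was lost without SHAM replicate 1 (0.0595) or SHAM replicate 3 (0.0779). The most abundant genes Col9a1, Ptgds and Ttr had 42.7, 24.97 and 8.02 CPM in SHAM and 37.4, 31.9 and 14.6 in MOG, so that they did not move together. Carry-over stays open, since the list rose without passing once the paper's genes were taken out, and a change in the tissue itself was not tested.

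Immediate-early genes were lower in MOG than in SHAM (median -0.46, 14 of 16 genes lower, camera adjusted p = 1.97e-05 with Benjamini-Hochberg adjustment, 1.9e-08 to 0.248 over all alternatives). Handling or light before dissection might cause this, as such genes respond within minutes. The list medians of the MOG libraries spanned 0.46 on the log2 scale and those of SHAM 0.36, where the group means differed by -0.46. Handling therefore stays open, because the MOG libraries differed among themselves about as much as the groups did, and a lower activity of retinal neurons in MOG was not tested.

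Lists that passed by camera in GB20 vs. SHAM or GV16 vs. SHAM had these median log2 fold changes, in that order, each with the genes higher and the adjusted p with Benjamini-Hochberg adjustment of camera and of fry: -0.50 (1 of 27, 6.81e-34, 0.00855) and -0.62 (2 of 27, 7.12e-34, 0.00423) for RGC, -0.70 (0 of 5, 8.6e-14, 0.00329) and -0.80 (0 of 5, 2.22e-14, 0.00329) for neurofilament, 0.74 (19 of 20, 6.49e-30, 0.00329) and 0.56 (17 of 20, 6.26e-15, 0.0164) for gliosis, 0.49 (26 of 27, 2.22e-14, 0.122) and 0.26 (25 of 27, 1.18e-05, 0.456) for interferon, 0.56 (16 of 16, 4.33e-12, 0.00423) and 0.64 (16 of 16, 5.54e-12, 0.00329) for microglia, -0.10 (6 of 16, 0.178, 0.765) and -0.43 (1 of 16, 1.78e-07, 0.0464) for immediate-early genes, 0.16 (15 of 19, 1.77e-08, 0.00329) and 0.077 (11 of 19, 1.25e-05, 0.00329) for glucocorticoid targets, 0.51 (12 of 13, 3.97e-06, 0.179) and 0.36 (10 of 13, 0.00977, 0.562) for pigment epithelium and choroid, 0.10 (73 of 86, 3.49e-07, 0.701) and 0.052 (74 of 86, 0.0108, 0.800) for ribosomal proteins, and -0.0057 (34 of 76, 0.725, 0.962) and -0.061 (11 of 76, 0.0102, 0.765) for the respiratory chain. The clock output arm had 0.12 (10 of 14, 0.000835, 0.0685) in GB20. Glucocorticoid targets were not called in MOG vs. SHAM (median -0.013, camera adjusted p = 0.768). The clock output arm in GV16 had a positive median and a negative mean (0.022 and -0.014, camera adjusted p = 0.783). The edgeR fit gave 63 DEGs in GB20 vs. SHAM and 120 in GV16 vs. SHAM, and 282 and 395 without a filter on low counts. Single libraries moved both numbers. GB20 vs. SHAM ran from 14 (without SHAM replicate 1) to 116 (without GV16 replicate 1). GV16 vs. SHAM ran from 23 (without GV16 replicate 3) to 231 (without SHAM replicate 3). Their order turned without GV16 replicate 2 (55 and 46) or GV16 replicate 3 (57 and 23).

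The remaining lists in MOG vs. SHAM, given as median log2 fold change with genes higher and camera adjusted p with Benjamini-Hochberg adjustment, were -0.056 (6 of 16, 0.639) for rods, 0.036 (6 of 11, 0.930) for cones, 0.003 (7 of 14, 0.150) for Müller cells, 0.013 (7 of 14, 0.766) for blood vessels, -0.23 (1 of 4, 0.653) for lens, -0.098 (2 of 4, 0.515) for blood, -0.028 (7 of 20, 0.515) for the unfolded protein response, 0.18 (6 of 7, 0.0224) for the Bmal1 arm, 0.52 (26 of 27, 7.97e-15) for interferon, -0.078 (12 of 86, 0.00239) for ribosomal proteins and -0.16 (1 of 76, 2.88e-11) for the respiratory chain. The last 2 did not pass under fry (0.883 and 0.522), and ribosomal proteins did not pass after the length correction (0.191, 3.58e-14 to 0.883 over all alternatives; 1.74e-22 to 0.59 for the respiratory chain), so that the length trend is a candidate explanation for ribosomal proteins. The Bmal1 arm did not pass after the length correction (0.0593, 0.00609 to 0.189) or without SHAM replicate 2 (0.0626) or MOG replicate 1 (0.122). Median and mean, or the direction of the test, differed in sign for cones, blood vessels and glucocorticoid targets in MOG vs. SHAM, rods and microglia in GB20 vs. MOG, amacrine cells, microglia, lens and the unfolded protein response in GV16 vs. MOG, and glucocorticoid targets in GB20 vs. GV16, none of which passed.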
